# TRPC1 links calcium signaling to cellular senescence in the protection against posttraumatic osteoarthritis

**DOI:** 10.1172/jci.insight.182103

**Published:** 2024-12-24

**Authors:** Meike Sambale, Starlee Lively, Osvaldo Espin-Garcia, Pratibha Potla, Chiara Pastrello, Sarah Bödecker, Linda Wessendorf, Simon Kleimann, Peter Paruzel, Rojiar Asgarian, Alexandra Tosun, Johanna Intemann, Jessica Bertrand, Francesco Dell’Accio, Mohit Kapoor, Thomas Pap, Joanna Sherwood

**Keywords:** Bone biology, Cell biology, Calcium channels, Cellular senescence, Osteoarthritis

## Abstract

Transient receptor potential channel 1 (TRPC1) is a widely expressed mechanosensitive ion channel located within the endoplasmic reticulum membrane, crucial for refilling depleted internal calcium stores during activation of calcium-dependent signaling pathways. Here, we have demonstrated that TRPC1 activity is protective within cartilage homeostasis in the prevention of cellular senescence–associated cartilage breakdown during mechanical and inflammatory challenge. We revealed that TRPC1 loss is associated with early stages of osteoarthritis (OA) and plays a nonredundant role in calcium signaling in chondrocytes. *Trpc1^–/–^* mice subjected to destabilization of the medial meniscus–induced OA developed a more severe OA phenotype than WT controls. During early OA development, *Trpc1^–/–^* mice displayed an increased chondrocyte survival rate; however, remaining cells displayed features of senescence including p16^INK4a^ expression and decreased Sox9. RNA-Seq identified differentially expressed genes related to cell number, apoptosis, and extracellular matrix organization. *Trpc1^–/–^* chondrocytes exhibited accelerated dedifferentiation, while demonstrating an increased susceptibility to cellular senescence. Targeting the mechanism of TRPC1 activation may be a promising therapeutic strategy in OA prevention.

## Abstract 2

Loss of the ion channel TRPC1 during early osteoarthritis leads to increased cellular senescence and accelerated joint damage.

## Introduction

Osteoarthritis (OA) is a chronic degenerative joint disorder featuring severe destruction of the articular cartilage, subchondral bone remodeling, and localized inflammation that causes pain, disability, and reduced quality of life to millions of people worldwide (1, 2). No approved disease modifying OA drug (DMOAD) options are currently available; therefore, OA progression is first managed via the administration of NSAIDs and physiotherapy, before ultimately being managed by joint arthroplasty. Loss of chondrocyte phenotypic stability is a hallmark of OA development, whereby the chondrocytes situated within the cartilage extracellular matrix (ECM) ultimately fail in their compensatory expression of key anabolic markers, such as Sox9 and type II collagen, and increase their expression of hypertrophic and catabolic markers, such as inflammatory cytokines, type X collagen, and matrix metalloproteinases (MMPs) (3, 4).

The involvement of ion channels in OA-mediated processes has been identified, yet the role of such channels and their mechanisms of activity remain understudied in OA research (5). Disregulation of calcium signaling pathways resulting in alterations to local electrostatic fields and protein synthesis (6) has been implicated to lead to increased expression of catabolic enzymes including MMP13, alongside an increase in cell death (7, 8). Controlled oscillation of intracellular Ca^2+^ concentrations is a highly conserved phenomenon found in many different cell types. They are required for modulating downstream gene expression profiles and various cellular processes, including those involved in maintaining a stable chondrocyte phenotype through the regulation of expression of key genes including Sox9 and aggrecan (9, 10). Transient receptor potential canonical 1 (TRPC1) channel is a broadly expressed member of the TRP superfamily of cation channels that is normally situated within the endoplasmic reticulum (ER) membrane. TRPC1 channels can form heteromeric complexes with other TRP channels or with stromal interaction molecule (STIM) and Orai, key players in store-operated calcium entry (SOCE) (11, 12). Activation upon mechanical or receptor-driven depletion of intracellular Ca^2+^ stores leads to activation of STIM1, which in turn activates TRPC1 and Orai1 channels to allow influx of extracellular Ca^2+^ into the cell, driving the controlled Ca^2+^ oscillation cycles.

While cyclic shear and compressive forces are required for normal articular cartilage development and homeostasis (13), OA is exacerbated by the increased force exerted on cartilage following biomechanical alterations and early disease-associated matrix changes. Mechanical stimulation generated from cyclic forces, for example during typical weight-bearing movement, stimulates repeated Ca^2+^ influx activity within the chondrocytes (14). Activation of mechanoreceptors in chondrocytes including TRPV4 and PIEZO2 has been demonstrated to trigger anabolic and homeostatic responses, demonstrating the potential for ion channels to be targeted within the search for potential DMOAD therapies (15–17). While little is known about the specific role of TRPC1 in chondrocytes, deficiency of *Trpc1* in mice has been observed to limit skeletal muscle contraction during sustained activity, suggesting that TRPC1 may be required to sufficiently and repeatedly refill intracellular stores during prolonged stimulation (18).

Here we investigate the hypothesis that TRPC1 plays a functional role within cartilage homeostasis during the refilling of intracellular Ca^2+^ stores required to maintain controlled intracellular Ca^2+^ oscillations triggered by biomechanical and biochemical signaling in the joint. We examine how OA development influences the expression of TRPC1 and how the loss of TRPC1 leads to reduced chondrocyte phenotypic stability and increased cartilage damage within the destabilization of the medial meniscus (DMM) model of surgically induced OA. Our data suggest that the loss of TRPC1 during early OA predisposes the cartilage to an increased cellular senescence–linked phenotype triggered by both mechanical and inflammatory challenge.

## Results

### TRPC1 is expressed in human and murine articular cartilage, is reduced during OA development, and is functionally nonredundant.

TRPC channels are known to mediate an intracellular Ca^2+^ response to mechanical force; therefore, considering the role of mechanical stress as a predominant driver in OA development, we compared the expression of TRPC channels in patients with OA within a previously published microarray set (GSE114007) (19). At mRNA level, *TRPC1* was the most highly expressed TRPC channel in both normal and OA cartilage (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182103DS1).

We hypothesized that TRPC1 is required in chondrocytes during the refilling of intracellular Ca^2+^ stores following and during activation of signaling pathways. In order to assess how the lack of TRPC1 affects the ability to respond to biochemical stimuli known to drive intracellular Ca^2+^ release, intracellular calcium measurements were collected before and following addition of stimuli, such as thapsigargin, to WT and *Trpc1^–/–^* chondrocytes using a Fluo-4 fluorescent intracellular indicator (Figure 1A). WT and *Trpc1^–/–^* chondrocytes were crucially found to have an equal level of intracellular calcium mobilization in resting conditions (Figure 1B). PBS, used as a control for the mechanical disturbance caused by the addition of liquid into the resting medium, did not produce a release of intracellular calcium in either genotype (Supplemental Figure 2). In contrast, ionomycin, an ionophore known to facilitate the transfer of Ca^2+^ into cells, led to an increase in intracellular calcium in both genotypes; however, this mobilization was tempered significantly in *Trpc1^–/–^* chondrocytes compared with in controls (Figure 1C). Thapsigargin, an inhibitor of ER ATPase Ca^2+^ pumps, causes Ca^2+^ to be released from intracellular stores (20). Stimulation of WT chondrocytes led to a relatively long-lived increase in intracellular calcium; however, this again appears stunted in *Trpc1^–/–^* chondrocytes (Figure 1D). bFGF, a physiological stimuli involved in mechanically induced biochemical signaling in chondrocytes (21), drove an increase in intracellular Ca^2+^ concentrations in WT cells, which was found to be significantly lower in *Trpc1^–/–^* chondrocytes (Figure 1E). This analysis demonstrates that the function of TRPC1 cannot be fully compensated for, suggesting that TRPC1 is an important and nonredundant channel in chondrocytes.

Immunofluorescence staining for TRPC1 in WT murine chondrocytes before and following bFGF stimulation demonstrated the relocation of TRPC1 channels from the ER to the cell surface, where they are expected to contribute to the influx of Ca^2+^ (Figure 1F) (22). In cartilage tissue, TRPC1 protein expression was examined using IHC staining of paraffin sections of human knee articular cartilage from healthy and OA donors. While expression was evident in chondrocytes throughout the cartilage in samples from healthy joints, protein levels were reduced significantly between early stages and advanced stages of human OA disease (Figure 1, G and H). A similar phenomenon was observed in mice, where expression in WT murine knee joints was assessed in sham and DMM knees 2 weeks and 8 weeks following surgery. A reduced level of TRPC1 protein was found within the articular cartilage at both early and later stages of OA development (Figure 1, I and J).

By mining previously published datasets, we could show that *TRPC1* is downregulated at the gene expression level by human chondrocytes in vitro by IL-1β as an inflammatory stimulus (GSE75181) (Supplemental figure 1B) as well as in cartilage explants following mechanical injury (Supplemental figure 1C) (23).

### Trpc1 is required for articular cartilage homeostasis following DMM challenge.

To investigate the possible effects of a lack of TRPC1 expression, the knee joint structure and cartilage phenotype of *Trpc1*-deficient mice were compared with WT controls. No developmental anomalies were found during examination of newborn murine knee joints (Supplemental Figure 3A and Supplemental Figure 5), while the body weights, articular cartilage thickness, and joint phenotype of unchallenged 10-week-old mice were found to be equal to controls (Supplemental Figure 3, B and C), indicating that the lack of TRPC1 does not lead to an altered phenotype during skeletal development. However, *Trpc1^–/–^* mice subjected to the DMM model of surgically induced joint instability were found to develop a more severe OA-like phenotype, as illustrated by an increased OARSI score assessment of cartilage defects 8 weeks following surgery (Figure 2, A and B). This phenotype was accompanied by a decreased level of type II collagen staining within the articular cartilage of *Trpc1^–/–^* joints after DMM, indicating an increased collagen matrix breakdown (Figure 2, C and D). These findings indicate that the absence of TRPC1 exacerbates cartilage degradation observed 8 weeks after DMM surgery.

### Early alterations in knee joint phenotype are evident in Trpc1^–/–^ mice 2 weeks after DMM.

In order to analyze the role of TRPC1 during the early initiation phase of OA development, prior to significant structural damage to the articular surface, *Trpc1^–/–^* murine knee joints 2 weeks after DMM were compared with WT controls with histological analysis showing no obvious differences in articular cartilage structure (Figure 3, A and B). μCT analysis of the tibial plateau at this time point demonstrated that while WT controls begin to exhibit an increase in subchondral bone density including an increase in trabecular thickening, *Trpc1^–/–^* joints were slower to respond, if at all, to the alteration in joint biomechanics caused by the DMM (Figure 3, C–E, and Supplemental Figure 4). These more subtle changes were accompanied by a reduction in type II collagen (Figure 3, F and G), where a significant decrease in protein levels in DMM knees compared with sham controls was evident in *Trpc1^–/–^* murine knee articular cartilage but not in WT. Similarly, a greater increase in type X collagen as a marker of chondrocyte hypertrophic differentiation was found in *Trpc1^–/–^* tibial cartilage following DMM than in WT controls (Figure 3, H and I), indicating that, when triggered by joint destabilization, the lack of TRPC1 may accelerate the phenotypic switch of articular chondrocytes to a more pathological state that results in the more pronounced cartilage breakdown visibly observed by OARSI scoring at 8 weeks after DMM.

### Development of a cellular senescent phenotype in Trpc1^–/–^ articular cartilage following DMM.

In order to further understand the chondrocyte phenotypic changes occurring 2 weeks after DMM in the *Trpc1^–/–^* animals, cartilage sections were next assessed for Sox9 expression, a key promotor of chondrocyte differentiation (24). A comparable decline of Sox9^+^ cells was observed in the cartilage of both WT and *Trpc1*-deficient animals 2 weeks after DMM compared with corresponding sham animals (Figure 4, A and B). Remarkably, however, while the absolute number of Sox9^+^ cells was reduced, the overall number of surviving DAPI^+^ cells within the same area was found to be significantly higher in *Trpc1^–/–^* cartilage than in that of WT mice following DMM (Figure 4C), indicating that a large number of cells no longer expressing Sox9 remain within the articular cartilage of *Trpc1^–/–^* mice following OA induction. Next, Ki67 staining was used to assess whether the increased cellularity in *Trpc1^–/–^* cartilage reflected a higher proliferative rate of the remaining cells; however, although the absolute number of Ki67^+^ proliferating cells was higher in *Trpc1^–/–^* cartilage than in WT, this increase was normalized by the overall increase in DAPI^+^ cellularity (Figure 4, D–F), meaning that no overall increase was observed in the proliferation activity of the remaining cells at this time point. Similarly, although an assessment of active cell death using TUNEL staining demonstrated more TUNEL^+^ cells within *Trpc1^–/–^* knee articular cartilage after DMM, this difference was lost when normalized to the total number of cells remaining in the cartilage (Figure 4, G–I). Interestingly, an evaluation of the number of empty lacunae left within the tibial cartilage of WT and *Trpc1^–/–^* mice 2 weeks after DMM suggested that a lower rate of cell death may have occurred in *Trpc1^–/–^* mice at an earlier time point (Figure 4J), which may account for a higher overall cellularity at this stage. Notably, immunofluorescence staining demonstrated an increased expression of MMP13 within the articular cartilage of *Trpc1^–/–^* mice 2 weeks after DMM (Figure 4, K and L). These data suggest that TRPC1 may be necessary to regulate the survival rate of dedifferentiated chondrocytes during OA development and triggers the question of what role these additional remaining cells might be playing.

### Expression profiles of murine cartilage and subchondral bone are altered in Trpc1^–/–^ mice 2 weeks after DMM.

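The RNA-Seq samples came from the knees of WT and *Trpc1-/-* mice that were 10 weeks old at DMM, the surgical destabilization of the medial meniscus that induces OA, and were collected 2 weeks after DMM. Each sample pooled the tissue of 2 to 3 knees, and the Methods list subchondral bone beside the cartilage. The sample labels give 4 WT and 3 *Trpc1-/-* samples, whereas the Methods give 3 and 4. The labels were used. Ribosomal RNA was depleted, stranded libraries were sequenced from both ends, and the authors aligned the reads to GRCm38 with HISAT2. Coverage of each transcript was then estimated with StringTie and turned into a count per gene with a StringTie script, so that the deposited values are estimated counts, already whole numbers and not normalized. The counts on genes summed to 52142451, 99831099, 116815517, and 75284143 in WT replicates 1 to 4 (median 87557621) and to 118254070, 94972137, and 106517535 in *Trpc1-/-* replicates 1 to 3 (median 106517535). The paper's stated depth, in megareads per end, is 80 ± 14 (SD). All values here use the counts on genes, with a mean of 94.8 megacounts. Counts on genes are not the same quantity as reads per end, so these depths were not compared. A signal of 3 counts, the smallest taken as detectable, corresponded to between 0.0254 and 0.0575 CPM, the unit of counts scaled to a common library size that the Methods use for the filter on low counts. The mitochondrial ribosomal RNA gene mt-Rnr2 took 19.6% of the counts in WT replicate 1 and between 12.3% and 15.4% in the other samples. The targeted gene was examined first. *Trpc1* (ENSMUSG00000032839) had 229, 481, 586, and 340 counts in WT replicates 1 to 4 and 410, 352, and 297 counts in *Trpc1-/-* replicates 1 to 3. Normalized by edgeR's TMM method, this was 4.62 ± 0.229 CPM in WT (SD, n = 4) and 3.39 ± 0.379 CPM in *Trpc1-/-* samples (SD, n = 3), and the highest *Trpc1-/-* sample lay below the lowest WT sample. Its log2 fold change (logFC) was −0.44 (SE 0.13), with an adjusted P of 0.407 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.0500 in DESeq2, which called it in 1 of the 7 fits with one sample left out. The counts cover the whole gene and do not separate the deleted exon. All samples were of male type, with *Ddx3y*, a gene of the Y chromosome, at 92.1 ± 5.18 CPM in WT (SD, n = 4) and 92.5 ± 2.17 CPM in *Trpc1-/-* samples (SD, n = 3), and *Xist*, which is transcribed from the inactive X chromosome of females, at 0.125 ± 0.0395 and 0.212 ± 0.155 CPM. Genes were tested with edgeR's quasi-likelihood test with genotype alone in the model, and DESeq2, the method of the paper, was run on the same counts. The labels number the replicates 1 to 3 in both groups and carry mouse numbers in the 1300s (WT replicates 1 and 2 and all *Trpc1-/-* samples) or the 1700s (WT replicates 3 and 4), and each numbering was used in a further fit. No pair of samples held identical values.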

To gain further insight into the early pathogenic mechanisms causing the effects observed during OA development in the joints of *Trpc1^–/–^* animals, RNA-Seq was performed on femoral condyle and tibial plateau cartilage collected 2 weeks after DMM from WT and *Trpc1^–/–^* mice (Figure 5A). 

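Over the 16429 genes tested, the median logFC between *Trpc1-/-* and WT samples was −0.0088, with 7904 genes higher and 8525 lower in *Trpc1-/-* samples. The highest rise among the genes labelled in the volcano plot was that of Gm11868 (ENSMUSG00000050550), a processed pseudogene, from 1.89 ± 0.759 CPM in WT (SD, n = 4) to 14.2 ± 0.269 CPM in *Trpc1-/-* samples (SD, n = 3). Its logFC was 2.89 (SE 0.31, adjusted P = 0.282 in edgeR's quasi-likelihood test), and it stayed between 2.67 and 3.09 with each sample left out in turn. The processed pseudogenes Gm8210, Gm13841, and Tma7-ps rose by a logFC of 2.24, 2.17, and 2.23, with adjusted P values of 0.395, 0.381, and 0.395. Processed pseudogenes share sequence with their parent genes, and reads could be split between them. Gm27177, annotated as antisense, had the lowest logFC of the labelled genes with counts in all samples, −7.27 (SE 1.38, adjusted P = 0.381). It had 1068, 1392, and 491 counts in WT replicates 2 to 4 but 9 counts in WT replicate 1, against 8, 4, and 2 counts in the *Trpc1-/-* samples. More than 1 annotated gene carries the name Gm24105. The one annotated as a microRNA (ENSMUSG00000105790) had 452 and 287 counts in WT replicates 2 and 4 and 0 counts in WT replicates 1 and 3 and in all *Trpc1-/-* samples. Against the floor of 3 counts, its mean was at least 73.5-fold lower in *Trpc1-/-* samples, with groups that overlapped at 0. The other (ENSMUSG00000092674), which overlaps it in position on chromosome 5, had a logFC of −0.20 (SE 1.14, adjusted P = 0.956), which was 1.51 with limma-voom. This gene had 37 and 21 counts in WT replicates 2 and 4 and between 290 and 595 counts in every other sample. Each gene was thus low where the other was high, so reads may have been assigned to one annotation or the other. The fold of the microRNA gene therefore does not show a loss of expression at this position. The immunoglobulin gene Igkv9-124 rose (logFC 2.09, SE 0.35, adjusted P = 0.334), and Ighv2-9 fell (logFC −2.65, SE 0.81, adjusted P = 0.409). Among the labelled protein-coding genes, *Isg15* (logFC 0.78), *Hmox1* (0.83), *Bcl2a1a* (0.87), and *Bcl2a1d* (0.83) were higher and *Loxl4* (−0.77) was lower in every *Trpc1-/-* sample than in every WT sample. The adjusted P was 0.305 for *Isg15*, 0.381 for *Bcl2a1d*, and 0.395 for the other 3 genes. *Bcl2a1a* and *Bcl2a1d* are close paralogs, so the counting could have split their reads, and both lie within 10 Mb of *Trpc1* on chromosome 9.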

Up- and downregulated expression of all genes was first visualized on a volcano plot (Figure 5B). 

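At an adjusted P under 0.05, edgeR's quasi-likelihood test called 0 of the 16429 genes, and 1643 genes (741 higher and 902 lower in *Trpc1-/-* samples) had an unadjusted P under 0.05. DESeq2 with default settings called 294 genes, 158 higher and 136 lower, with the same counts and filter. Of these, 105 had a fold change above 1.5 in either direction, 25 had a logFC beyond 1, and 11 had a logFC beyond 1.5. The 11 genes were 6 processed pseudogenes, 3 immunoglobulin variable genes, the microRNA gene Gm24105, and the antisense gene Gm27177. The expression of 289 of the 294 genes did not overlap between the groups. Over all tested genes this held for 2230 (13.6%), where chance gives 5.71%. Of the alternatives to the edgeR test, DESeq2 moved the count most, followed by leaving out WT replicate 1, which gave 52 genes (29 higher, 23 lower), 37 of them among the 294. Each of the other 6 samples left out gave 0 genes. With DESeq2, the count ranged from 37 without *Trpc1-/-* replicate 3 to 892 without WT replicate 1. The deviations of same-numbered samples from their group means had a mean correlation across genes of −0.199, against 0.0655 for the other pairs. With the replicate number as a block, on replicates 1 to 3 of each group, edgeR called 0 genes (972 at an unadjusted P under 0.05) and DESeq2 called 54, of which 37 were among the 294. Within the samples with mouse numbers in the 1300s (2 WT, 3 *Trpc1-/-*), edgeR called 0 genes (2156 at an unadjusted P under 0.05) and DESeq2 called 181, of which 80 were among the 294. The 1700s hold WT samples only. In counts simulated from these samples with 200 changed genes, edgeR called 120 genes, of which 115 were changed, and DESeq2 called 206, of which 154 were changed. With no gene changed in the simulation, edgeR called 0 genes and DESeq2 called 35.

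**Figure D1:**
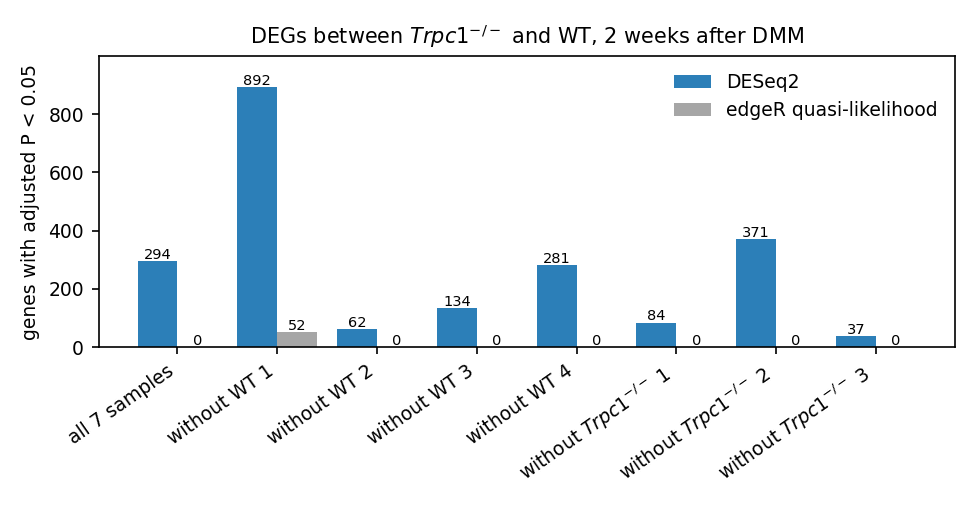
Number of genes with an adjusted P under 0.05 between *Trpc1-/-* and WT samples (vertical axis) for DESeq2 and edgeR's quasi-likelihood test, with all 7 samples and with each sample left out in turn (horizontal axis). DESeq2 gave 294 genes with all samples and between 37 and 892 with one left out, and edgeR gave 52 without WT replicate 1 and 0 in every other fit.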

In total, 294 significantly differentially expressed genes (DEGs), defined as logFC > 1.5 and *P*a_dj_ < 0.05, were identified. The top 100 DEGs can be viewed within Supplemental Table 1. 

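DESeq2 run here gave the logFC of each of these 100 genes to within 2.34e-07 of the paper's value. Of the genes, 63 were higher and 37 lower in *Trpc1-/-* samples. In edgeR's quasi-likelihood test all 100 had the same sign and an unadjusted P of at most 0.0351, and 0 had an adjusted P under 0.05 when adjusted over all tested genes (median 0.381). Adjusted over the list alone, all 100 passed, but the list is the paper's own selection from these samples. The logFC of both tests had a Pearson correlation of 0.934 across the genes, which are not independent replicates, and of 1.00 without Gm24105. In the paper's table, 93 genes had a logFC smaller than 1.5 in size, 58 changed by less than 1.5-fold, and the smallest logFC was 0.18 in size. By annotation 84 genes were protein coding, 10 were pseudogenes, and 3 were immunoglobulin variable genes. The smallest adjusted P in DESeq2 was 1.18e-18, for *Tent5c*, which rose from 422 ± 14.5 CPM in WT (SD, n = 4) to 644 ± 27.1 CPM in *Trpc1-/-* samples (SD, n = 3), with a logFC of 0.61 (SE 0.09) in edgeR. It was followed by Gm11868, *Tfdp2* (7.72e-11), Pisd-ps1 (3.36e-09), Morf4l1-ps1 (4.11e-09), Gm15454 (6.87e-08), Gm24105 (1.77e-07), *Fbln1* (3.46e-07), *Gclm* (3.78e-07), and Ighv1-26 (3.78e-07). *Tfdp2* (ENSMUSG00000032411) lies on chromosome 9 of GRCm38 from 96196275 to 96323646, 0.491 Mb from *Trpc1*, and rose from 202 ± 2.63 to 284 ± 16.0 CPM (logFC 0.49, SE 0.08). Of the tested genes within 10 Mb of *Trpc1*, DESeq2 called 10 of 119 (8.40%), compared with 284 of the 16310 genes elsewhere (1.74%; odds ratio 5.18, Fisher's exact test, two-sided, P = 5.52e-05), and edgeR called 0. At an unadjusted P under 0.05 in edgeR, it was 24 of 119 genes near *Trpc1* (20.2%) and 1619 elsewhere (9.93%; Fisher's exact test, two-sided, P = 0.000981). Besides *Tfdp2*, *Bcl2a1a*, and *Bcl2a1d*, the genes called were *Atr*, *Gk5*, and *Nmnat3*, which were higher, and *Cyb5r4*, *Cep162*, *Mras*, and *Dzip1l*, which were lower in *Trpc1-/-* samples. With the replicate block, DESeq2 called 1 gene there, *Cep162*.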

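Without regard to genotype, the 500 genes with the most variable log2 CPM were clustered by Euclidean distance and average linkage. The first branch separated WT replicate 1 from the other 6 samples, and the 2 branches had an adjusted Rand index of −0.0769 with the genotypes, where 1 is a full match and 0 is what chance gives. WT replicate 1 also branched off alone with 1000 genes, with all tested genes, and with complete linkage. The first principal component of the 500 genes held 45.5% of the variance and did not separate the genotypes (exact permutation test, two-sided, P = 0.743). The second held 20.9%, and its values were higher in all *Trpc1-/-* samples than in all WT samples (P = 0.0571 in the same exact test). WT replicate 1 had a mean correlation of 0.989 with the other samples over all genes, and each other sample had 0.995 or more. When the 105 genes that DESeq2 called with a fold change above 1.5 were clustered, the 3 *Trpc1-/-* samples formed one branch and the 4 WT samples the other (adjusted Rand index 1). These genes were chosen by the comparison of the groups.

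**Figure D2:**
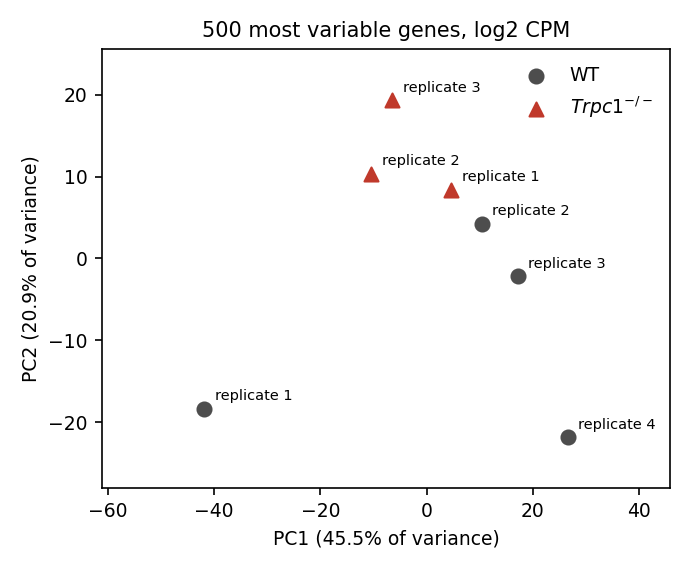
First and second principal components of the 500 genes with the most variable log2 CPM in the 4 WT (circles) and 3 *Trpc1-/-* samples (triangles), with each axis in component units and its share of the variance. WT replicate 1 lies at −41.9 on the first component, and the other samples lie between −10.4 and 26.6.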

Next, hierarchical clustering of all genes with logFC > 1.5 helped visualize expression variation among animals and highlight the consistent DMM-driven transcription profile that emerged in *Trpc1^–/–^* mice (Figure 5C). 

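GO annotation was not used here, and Reactome pathways in mouse stood in for it. Of the 294 genes called by DESeq2, 104 were among the 4910 tested genes with a Reactome set, and 863 sets of 10 to 500 tested genes were examined for over-representation. No set had an adjusted P under 0.05 (Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment). The smallest P was that of metabolism of porphyrins, with 4 called genes of 17 (0.360 expected; P = 0.000366, adjusted P = 0.282 by Fisher's exact test). These were *Alas2* (logFC 0.62), *Alad* (0.42), *Fech* (0.39), and *Hmox1*, all higher in every *Trpc1-/-* sample than in every WT sample, and *Alas2*, *Alad*, and *Fech* were the 3 called genes of heme biosynthesis, the next set in rank (Fisher's exact test, P = 0.000994). They were named after their values were seen. Since edgeR called 0 genes, its calls overlapped no set. Across all tested genes, limma's camera ranked sets of translation first, with the 90 genes of eukaryotic translation elongation higher in *Trpc1-/-* samples (adjusted P = 7.03e-17 over 876 sets). How small this P is when the samples are split in other ways was not examined.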

Gene ontology (GO) enrichment analysis identified the biological processes (BP) with the greatest distinctions between *Trpc1^–/–^* and WT animals (Figure 5D). Interestingly, and perhaps not surprisingly based on the findings presented so far, the top 6 enriched BP that emerged in *Trpc1^–/–^* animals were: homeostasis of number of cells (GO:0048872); regulation of apoptotic signaling pathway (GO:2001233); cell-substrate adhesion (GO:0031589); and organization of ECM and extracellular structures (GO:0043062, GO:0030198, GO:0031589).

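In the Reactome sets closest to these terms, DESeq2 called 9 of the 207 tested genes of extracellular matrix organization, where 4.38 were expected (Fisher's exact test, one-sided, P = 0.0304, adjusted P = 0.845). All 9 were lower in *Trpc1-/-* samples. The largest changes were those of *Adamts4* (logFC −0.87, SE 0.14), *Itga10* (−0.73, SE 0.19), *Colgalt2* (−0.71, SE 0.18), and *Fbln1* (−0.57, SE 0.08). *Adam15*, *Col8a1*, *Lox*, *Ntn4*, and *P3h2* had logFC values between −0.49 and −0.32. In edgeR the adjusted P values of the 9 genes lay between 0.305 and 0.395, and when they were adjusted over the 207 genes alone, *Adamts4* and *Fbln1* passed. Of the 207 genes, 171 had a lower mean in *Trpc1-/-* samples, with a median logFC of −0.26, and 51 had an unadjusted P under 0.05 in edgeR. Over all genes, limma's camera placed the set lower in *Trpc1-/-* samples (adjusted P = 1.80e-13), also with the replicate block (adjusted P = 8.43e-18). Of the 35 ways to split the samples into 4 and 3, 4 gave a camera P as small, the genotypes included. With the replicate block, DESeq2 called 4 genes of the set, *Col3a1*, *Col6a2*, *Col8a2*, and *Fbn1*. Of the 134 tested genes of apoptosis, DESeq2 called 2, *Psme3* (logFC 0.29) and *Dapk1* (−0.25), where 2.84 were expected (P = 0.783 in Fisher's exact test). The set was higher by limma's camera (median logFC 0.095, adjusted P = 0.00118, and adjusted P = 0.000455 with the replicate block), with 7 genes at an unadjusted P under 0.05, and 0 passed when adjusted over the set. A camera P as small came from 21 of the 35 splits, so it does not set the genotypes apart. For cell number, marker genes of cell types were averaged per sample as log2 CPM, with lists written before the counts were examined. The erythroid markers averaged 8.28 ± 0.10 in WT (SD, n = 4) and 8.70 ± 0.14 in *Trpc1-/-* samples (SD, n = 3), a difference of 0.43 (exact permutation test, two-sided, P = 0.0286, the smallest that 4 samples against 3 allow, and 0.171 when adjusted over 12 lists). All 19 markers tested were higher in *Trpc1-/-* samples. DESeq2 called 3, and edgeR called 0, or 11 when adjusted over the list alone. The difference was 0.45 within the mouse numbers of the 1300s and 0.66, 0.20, and 0.38 within the same-numbered pairs. Endothelial markers were lower in all 3 *Trpc1-/-* samples (difference −0.13, exact permutation P = 0.0286), and the values of the other lists overlapped between the groups. From the differences in genes related to cell homeostasis and ECM organization, the paper reasons that the phenotype of articular chondrocytes without TRPC1 was to be examined next, during in vitro passage.

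**Figure D3:**
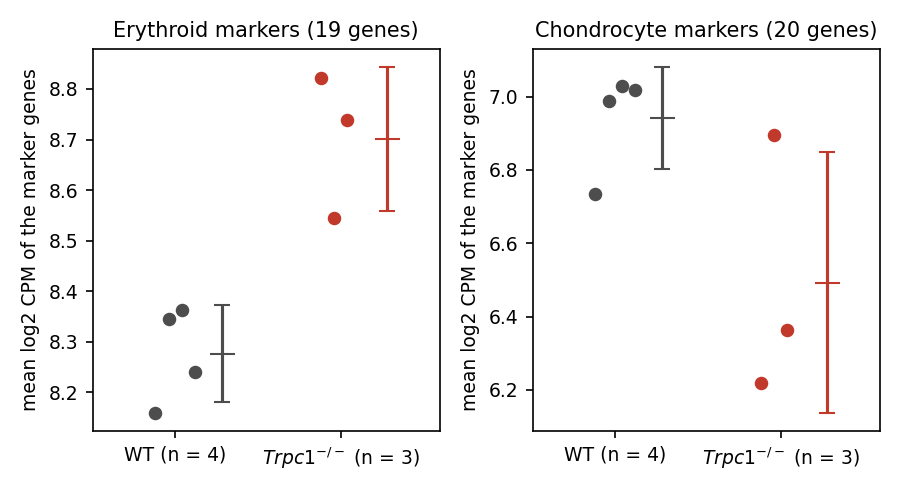
Mean log2 CPM of the erythroid and chondrocyte marker genes (vertical axes) in each WT and *Trpc1-/-* sample (points), with the group mean and SD (bars; n = 4 and n = 3). The erythroid values of the *Trpc1-/-* samples lie between 8.54 and 8.82, above all WT samples, and the chondrocyte values overlap.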

### TRPC1 deficiency leads to chondrocyte phenotypic instability and an increased susceptibility to cellular senescence.

Given the differences shown in the RNA-Seq in the expression of genes related to cell homeostasis and ECM organization following DMM, we next examined the effect of the absence of TRPC1 on the phenotype of articular chondrocytes during in vitro passage. Key phenotypic genes were expressed at comparable high levels by freshly expanded chondrocytes taken from 4- to 6-day-old WT and *Trpc1^–/–^* unchallenged knee joints (Figure 6, A–D); however, during serial passage, which trials the ability of chondrocytes to maintain their phenotypic stability (25), a number of differences are apparent. Sox9 gene expression remained approximately equal between genotypes during passage (Figure 6A). However, the expression of aggrecan and Col2a1 were significantly lower during passage in *Trpc1^–/–^* chondrocytes as compared with WT controls (Figure 6, B and C). Conversely, Col1a1 expression was significantly higher during passage of *Trpc1^–/–^* chondrocytes compared with controls (Figure 6D), indicating an accelerated dedifferentiation of the chondrocytes.

Cellular plasticity and senescence are complexly interlinked processes (26). To measure whether the accelerated dedifferentiation observed in *Trpc1^–/–^* chondrocytes was associated with the development of an altered senescent phenotype, WT and *Trpc1^–/–^* chondrocytes were stained for β-galactosidase activity, an indicator of cellular senescence. Very little staining was observed in either genotype at P0, but an increased proportion of Senescence-associated–β-Galactosidase^+^ (SA–β-Gal^+^) cells was observed during passage in *Trpc1^–/–^* chondrocytes compared with controls, indicating an accelerated differentiation toward a senescent fate (Figure 6, E and F). Similarly, p16^INK4a^, another marker of cellular senescence, was found to be expressed at significantly higher levels in *Trpc1^–/–^* chondrocytes during passage than in controls at both RNA (Figure 6G) and at protein (Figure 6, H and I) levels. Taken together, these findings indicate that, in the absence of TRPC1, chondrocytes exhibit an accelerated differentiation toward a senescent fate in vitro.

Finally, we wanted to determine if TRPC1 deficiency influences whether chondrocytes shift toward a senescent phenotype following exposure to IL-1β as an inflammatory stimulus associated with OA disease pathogenesis (27, 28). Treatment with IL-1β led to an increase in the proportion of SA–β-Gal^+^ cells with a significantly higher rate of detection found in *Trpc1^–/–^* chondrocytes compared with WT (Figure 7, A and B). This effect was exacerbated when observed following further culture in IL-1β–free control medium for an additional 24 or 48 hours, indicating that once triggered, the inflammation-driven development of cellular senescence in *Trpc1^–/–^* chondrocytes may become chronic even without the presence of IL-1β. No differences were detected between the proliferation rates of *Trpc1^–/–^* chondrocytes cultured either in control or IL-1β–treated conditions (Figure 7C). At the protein level, a significantly higher amount of p16^INK4a^ was detected in *Trpc1^–/–^* chondrocytes compared with WT controls following IL-1β stimulation (Figure 7, D and E), further indicating the development of a more senescence-like phenotype of *Trpc1^–/–^* cells following IL-1β exposure.

We then tested whether the *Trpc1^–/–^* chondrocytes exhibited any of the secretory phenotype characteristic of senescent cells. Interestingly, the SASP CCL-2 concentration was found to be significantly higher within the supernatant of IL-1β–treated *Trpc1^–/–^* chondrocytes as compared with that of WT controls (Figure 7F), although this was not the case for other SASPs, including IL-6 and MMP3 (Supplemental Figure 6, A and B). In order to understand the mechanism behind the increased cellularity observed in the *Trpc1^–/–^* osteoarthritic cartilage, we tested whether TRPC1 regulation of Ca^2+^ signaling, which is strictly required for caspase activity via cytochrome C (29), is required for caspase-mediated apoptosis. Following exposure to IL-1β, *Trpc1^–/–^* chondrocytes were unable to upregulate caspase activity, indicating a failure to initiate and undergo apoptosis (Figure 7, G and H).

These observations also left us with the question of whether chondrocyte senescence was altered in *Trpc1^–/–^* animals after DMM. Immunofluorescence staining analysis demonstrated that, although the proportion of p16^INK4a^-positive chondrocytes were comparable between WT controls and *Trpc1^–/–^* following sham surgery, 2 weeks after DMM, the proportion of p16^INK4a^-positive cells in *Trpc1^–/–^* cartilage was significantly higher (Figure 7, I and J), again indicating an increased contribution of cellular senescence to the accelerated OA phenotype of *Trpc1^–/–^* mice after DMM.

## Discussion

OA is characterized by the progressive destruction of the articular cartilage accompanied by degenerative changes in surrounding joint tissues. However, we currently are not able to fully understand the mechanistic stages linking early alterations in joint mechanics, inflammation, and cellular metabolism to the phenotypic changes typical of chondrocytes during OA that have been demonstrated to drive tissue breakdown.

TRPC1 sits within the ER membrane and functions within the Ca^2+^-shuttling mechanism required by cells to refill the intracellular calcium stores that are emptied repeatedly during activation of both biochemical signaling and mechanically induced pathways. We have hypothesized that the cyclic nature of normal ambulatory movement, involving repeated loading and unloading events that induce shear and compressive stresses upon chondrocytes within the articular cartilage, require TRPC1 activity to sustain the refilling of intracellular calcium stores that are repeatedly cleared during stimulation. We have been able to demonstrate that TRPC1 is depleted during the early phases of OA development and that this loss of TRPC1 leads to failure of murine articular cartilage to maintain its homeostasis during the mechanical challenge provided by the DMM model.

While initial expectations were that *TRPC1* could be downregulated at the gene expression level following early inflammatory or mechanical stimulation as seen in previous ex vivo human datasets (23, 30), microarray data from previous murine studies do not indicate that *Trpc1* expression is modulated in this way within our examined species and time points (31, 32) (publicly available dataset GSE169077), which aligns with lack of downregulation at the gene expression level in patients with OA (GSE114007) (19). Instead, we can hypothesize that the reduction in TRPC1 protein levels evident in immunohistology analyses of both murine and human cartilage during OA development may occur due to degradation or removal of the channels. Indeed, evidence of proteolytic degradation of the related TPRC5 and TRPC6 channels by calpain (33, 34), which is found within synovial fluid of patients with OA (35), exists alongside the identification of TRPC1 as a substrate of caspase-11 within the control of NLRP3 inflammasome activation (36).

This study demonstrates the consequences of TRPC1 loss from chondrocytes, most clearly shown within the DMM model where genetic deletion resulted in an increased severity of OA-like cartilage degeneration 8 weeks following instability induction. Although the use of a chondrocyte-specific conditional mutant line would additionally eliminate any indirect effects of *Trpc1* deletion related to metabolic changes or systemic immune cell influence, no alterations in overall body weight, joint structure, or cartilage structure were evident in either our newborn or age-matched unchallenged mice, suggesting that TRPC1 plays no significant systemic role in either skeletal development or joint maturation. While other evidence from studies in skeletal muscle also show that sustained and repeated stimulation, in the form of muscle contraction during forced exercise, leads to functional failure as a consequence of an inability to refill intracellular stores sufficiently (18), our examination of cells obtained from *Trpc1*-deficient mice demonstrate that TRPC1 is required specifically in chondrocytes for the maintenance of phenotypic stability, the maintained expression of type II collagen and aggrecan, and for protection against the development of a pathogenic senescent phenotype.

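Of 24 mouse genes that the text names for chondrocytes, senescence, and calcium channels, 17 passed the filter on low counts. *Trpc2*, *Trpc4*, *Trpc5*, *Trpc7*, *Cdkn2a*, *Ccl2*, and *Il6* did not. Among the 17 genes, 16 were lower and 1, *Mki67*, was higher in *Trpc1-/-* samples. An unadjusted P under 0.05 in edgeR's quasi-likelihood test was found for 4 of them, 0 passed after adjustment over all genes, and 0 passed after adjustment over the list alone, where the smallest adjusted P was 0.0739. DESeq2 called 2, *Mki67* (logFC 0.30, SE 0.11 in edgeR; adjusted P = 0.0158 in DESeq2) and *Cdkn1a*. Of the calcium channel genes, *Trpc6* had a logFC of −0.080 (SE 0.11, adjusted P = 0.792 in edgeR). *Trpv4*, *Piezo1*, and *Piezo2* had logFC values of −0.45, −0.36, and −0.54, with adjusted P values of 0.510, 0.544, and 0.533. *Piezo1* and *Piezo2* were highest in WT replicate 1, at 149 and 19.1 CPM against at most 98.4 and 10.9 CPM in the other WT samples. Their smallest logFC in size with one sample left out was −0.16 and −0.23. With each sample left out in turn, DESeq2 called *Mki67* in 3 of 7 fits and *Trpv4* in 1. *Stim1* (−0.066) and *Orai1* (−0.025) were within their standard errors of 0.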

While significant phenotypic changes to chondrocytes are expected following DMM induction, *Trpc1^–/–^* mice exhibited an array of differential gene expression compared with WT controls, as displayed in the RNA-Seq analysis. These data support our immunostaining analyses that demonstrate that, at a time point of 2 weeks after DMM, while an increased number of cells remain within the articular cartilage, they express markers of cellular senescence including p16^INK4a^ and MMP13, display markers of irregular cell number homeostasis, and have a low expression of stable chondrocyte markers. 

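In the RNA-Seq counts, *Cdkn2a*, which encodes p16 INK4a, had 0, 15, 17, and 0 counts in WT replicates 1 to 4 and 20, 9, and 0 counts in *Trpc1-/-* replicates 1 to 3. It did not pass the filter on low counts, and a difference was not detectable at this depth. These counts are of RNA from cartilage and subchondral bone together, whereas the paper's staining was of protein in articular cartilage. *Mmp13* averaged 227 ± 20.4 CPM in WT (SD, n = 4) and 219 ± 45.0 CPM in *Trpc1-/-* samples (SD, n = 3), a logFC of −0.056 (SE 0.15, adjusted P = 0.902 in edgeR's quasi-likelihood test) that lay between −0.24 and 0.058 with each sample left out in turn. The chondrocyte markers *Acan*, *Col2a1*, and *Sox9* had logFC values of −0.42 (SE 0.23), −0.48 (SE 0.28), and −0.43 (SE 0.26), and their groups overlapped. The adjusted P values were 0.547, 0.565, and 0.580 in edgeR and 0.437, 0.444, and 0.524 in DESeq2. With each sample left out in turn, DESeq2 called *Acan* (adjusted P = 5.98e-08) and *Col2a1* (adjusted P = 1.77e-09) without *Trpc1-/-* replicate 2 and neither gene in the other 6 fits. *Sox9* was at 25.7 CPM in WT replicate 1 and between 13.5 and 15.2 CPM in the other WT samples. Its logFC in edgeR lay between −0.65 and −0.17 with each sample left out. The erythroid score as a covariate turned the logFC values of *Acan*, *Col2a1*, and *Sox9* to 0.59, 0.63, and 0.70, and that of *Mmp13* to 0.46. This score did not overlap between the groups (correlation 0.906 with genotype). The fit therefore cannot tell the score from genotype, and these reversed values do not show a rise. *Col10a1* had a logFC of −0.65 (SE 0.37, adjusted P = 0.557), *Mmp3* of −0.63 (SE 0.40, adjusted P = 0.592), and *Col1a1* of −0.46 (SE 0.32, adjusted P = 0.618). *Col1a1* was also highest in WT replicate 1, at 12768 CPM against at most 8405 CPM in the other WT samples. Its logFC lay between −0.79 and −0.21 with each sample left out. The mean log2 CPM of 20 chondrocyte markers was 6.94 ± 0.14 in WT (SD, n = 4) and 6.49 ± 0.36 in *Trpc1-/-* samples (SD, n = 3), a difference of −0.45 (exact permutation test, two-sided, P = 0.0857, 0.300 when adjusted over 12 lists). The groups overlapped because WT replicate 1 (6.73) lay below *Trpc1-/-* replicate 2 (6.90). WT replicates 2 to 4, between 6.99 and 7.03, lay above all *Trpc1-/-* samples. Of the 20 genes, 19 were lower in *Trpc1-/-* samples, 6 had an unadjusted P under 0.05 in edgeR, and 0 passed after adjustment over all genes or over the list. The difference was −0.37 within the mouse numbers of the 1300s. In the same-numbered pairs it was −0.51, −0.09, and −0.67.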

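The senescence signature of Saul et al. was not used here. A list of 75 senescence genes, written from general knowledge before the counts were examined, took its place, and 61 of them passed the filter on low counts. DESeq2 called 1 of the 61, *Cdkn1a*, among its 294 genes (Fisher's exact test, two-sided, P = 1.00). In edgeR's quasi-likelihood test 9 of the 61 had an unadjusted P under 0.05, and 0 passed after adjustment over all genes or over the list alone. Of the 61 genes, 42 were lower and 19 higher in *Trpc1-/-* samples, with a median logFC of −0.074. Limma's camera, over all tested genes, placed the list lower in *Trpc1-/-* samples (adjusted P = 0.0129, and adjusted P = 0.00270 with the replicate number as a block).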

Our RNA-Seq DEGs do not significantly overlap with the senescence transcriptomic signature identified by Saul et al. (37). This may firstly reflect the use in our study of a posttraumatic rather than an aging OA model, but it also illustrates the incomplete senescence secretory phenotype exhibited by the *Trpc1^–/–^* chondrocytes. Similarly, other expected examples of senescence markers such as Cdkn1a were not found to be upregulated in our RNA-Seq, potentially as a consequence of our choice of time point for analysis. 

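*Cdkn1a* (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, lies on chromosome 17 of GRCm38. Its expression was 14.6 ± 3.86 CPM in WT (SD, n = 4) and 8.63 ± 1.14 CPM in *Trpc1-/-* samples (SD, n = 3), and the highest *Trpc1-/-* sample was below the lowest WT sample. The logFC was −0.76 (SE 0.21), with an adjusted P of 0.396 in edgeR's quasi-likelihood test and of 0.0471 in DESeq2. It lay between −0.89 and −0.59 with each sample left out in turn, and DESeq2 called the gene in 2 of those 7 fits.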

Our in vitro investigations into the effects of *Trpc1* deficiency on IL-1β–induced cellular challenge demonstrate that, while the increase in expression of specific SASPs such as CCL-2 is evident, this partial senescent phenotype is exacerbated by the failure of *Trpc1^–/–^* chondrocytes to undergo Ca^2+^-mediated caspase–driven apoptosis. We see that *Trpc1^–/–^* cells, under conditions of challenge, fail to activate the physiological pathway leading to apoptosis and rather acquire a senescent-like “zombie” phenotype, whereby they are unable to perform other homeostatic functions such as respond to FGF signaling (21). Previous studies have demonstrated the important role of SASPs in skin wound healing and in liver regeneration (38, 39), suggesting that the lack of a full SASP phenotype in *Trpc1^–/–^* mice after DMM might actually be detrimental to any repair attempt within the cartilage. These factors likely contribute to the accelerated development of cartilage breakdown, which results in the more severe phenotype in *Trpc1*-deficient mice that we observe 8 weeks after DMM.

The accumulation of senescent cells during OA has been shown to contribute to joint degradation via the secretion of proinflammatory factors including IL-6, IL-17, and IL-1β known as the senescence-associated secretory profile (SASP) (40). Senolytic approaches aiming at removing these cells from cartilage have been shown to improve outcome within animal models of OA (41). Although not yet successful within so-far limited human OA trials, the therapeutic targeting of senescence development, removal of senescent cells, or inhibition of SASP-related elements represent key opportunities in the search for DMOADs (42). The RNA-Seq data collected within this study reveal the transcriptional activity linking the disruption to the normal chondrocyte phenotype caused by the failure of chondrocytes to sufficiently maintain homeostatic calcium signaling to the eventual breakdown of the articular cartilage. These mechanisms may become targets for future translational studies aimed at limiting the effects of the loss of TRPC1 during OA development.

Mechanosensitive ion channels have been previously implicated within cartilage biology, where deletion of TRPV4 was observed to decrease OA-related changes during aging (15), while PIEZO-1 and PIEZO-2 have roles in response to injury (17), with inflammation driving an increase in PIEZO-1 that increases both basal and responsive intracellular calcium concentrations to provide a feed-forward loop within OA pathogenesis (43). Other channels that are demonstrated to participate within the signaling pathways of known homeostatic mechanisms, such as within CXCR2 signaling (44, 45), may also represent valuable druggable targets for phenotypic modulation of chondrocytes; however, the role of TRPC1 and its loss during OA development gives us several strategies for therapeutic development that require evaluation. While agonists able to specifically activate this channel only are not yet available, we believe that the activation step may be secondary to the need to preserve, reexpress, and stabilize TRPC1 within the ER or to facilitate its translocation to the cell surface.

## Methods

### Sex as a biological variable.

This study examined human cartilage tissue from both male and female patients, with no differences found between sexes. The murine study exclusively used male mice because male mice exhibited less variability in phenotype.

### Human cartilage samples.

Samples of knee cartilage were collected during implantation of total knee arthroplasty as well as in unicondylar joint replacement at the Department of Orthopaedic Surgery of the University Hospital Magdeburg (Magdeburg, Germany). The patients/participants provided their written informed consent to participate in this study. Details of the included patients can be found in Supplemental Table 2. OA severity was determined histologically using the OARSI score. Knee cartilage from patients who had died without a history of OA was used as a control. The absence of OA was assessed histologically.

### Mice.

Trpc1^tm1Lbi^ mice within the C57BL/6J background, originally generated by Dietrich et al. (46), were used for all in vitro and in vivo TRPC1-KO experiments. This mouse lacks exon 8, which sits within the transmembrane region of the channel, leading to a premature stop codon within the *Trpc1* transcript. 

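*Trpc1* (ENSMUSG00000032839) lies on chromosome 9 of GRCm38 from 95705082 to 95750375, on the minus strand. In GENCODE M21, the number 8 falls on different exons in the coding transcripts with the most exons. In Trpc1-201, with 12 exons, exon 8 runs from 95716083 to 95716226 and is 144 bp long. In Trpc1-204, with 13 exons, an exon of 102 bp (95736820 to 95736921) lies between the second and the third exon of Trpc1-201, so that its exon 8 runs from 95717520 to 95717659 and is 140 bp long.

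**Figure D4:**
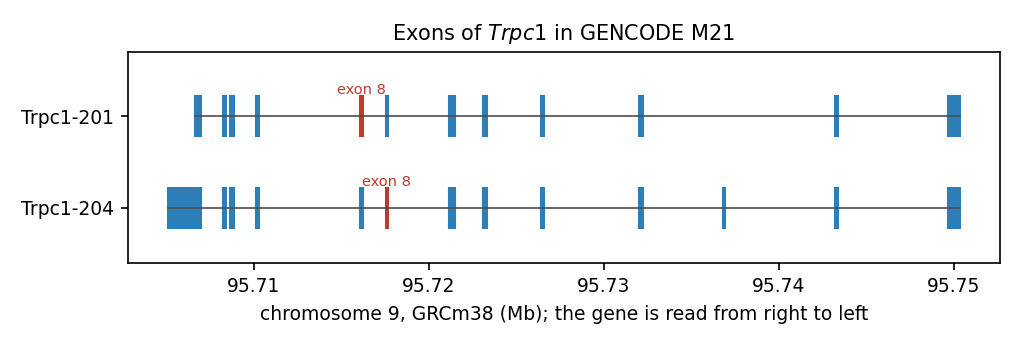
Exons (boxes) of the *Trpc1* transcripts Trpc1-201 and Trpc1-204 against their position on chromosome 9 of GRCm38 in Mb (horizontal axis), with exon 8 of each in red. Exon 8 of Trpc1-204, from 95717520 to 95717659, is exon 7 of Trpc1-201.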

All mice were housed within ventilated cages in a 12-hour day/night cycle with food and water ad libitum.

DMM was carried out as described previously (3, 47) on 10-week-old male *Trpc1^–/–^* mice and age- and sex-matched WT controls from within the same C57BL/6J breeding colony. Right knees were subjected to DMM, while a sham surgery was performed on the left knee of each mouse, where the skin and joint capsule were opened but no damage was caused to the cartilage or ligaments. Mice were euthanized at either 2 weeks or 8 weeks after DMM, and knee joints were collected for histological processing or RNA library construction.

### Histology and immunostaining.

Human and murine tissues were fixed in 4% paraformaldehyde overnight, dehydrated, embedded in paraffin, and cut in 5 μm sections. Safranin-O staining (0.2%, pH 4.2) was used for histological analysis of the articular cartilage. Stained sections were imaged using an Axiovert Z1 microscope (Zeiss), and OA severity was assessed using the OARSI scoring system (48). Between 3 and 5 sections per samples spanning each human sample, or weight-bearing area of the murine knee joint, were scored by 2 independent scorers blinded to the experimental group.

For immunostaining of TRPC1 and of phenotypic markers, deparaffinized sections were rehydrated and subjected to pepsin (1,100 U/mL in 0.02 % HCl) digestion for 45 minutes at 37°C for antigen retrieval. Tissues were blocked in 20% fetal calf serum (FCS) in PBS with 0.2% Tween20 for 1 hour at room temperature. Sections were stained with antibodies as listed in Supplemental Table 3 and detected either via fluorescence microscopy or by DAB detection (Vector Labs) and light microscopy using an Axiovert Z1 microscope (Zeiss) after mounting using Mowiol (Sigma-Aldrich) on glass slides. Quantification was performed as stated in individual figures, either by the counting of individual positive cells normalized for area of interest using ImageJ (NIH; v.2.1), or by quantification of positive staining intensity using ImageJ. Analyses were conducted on between 3 and 5 individual sections per joint for each staining, with the mean value per animal used for statistical comparison. Only the articular cartilage of the tibial plateau and femoral condyles are included within analyses, as outlined within Figure 1I. Meniscus, subchondral bone, developing osteophytes, and bone marrow are excluded.

### Chondrocyte cell culture and stimulation.

Primary articular chondrocytes were isolated from the knee joints of 4- to 6-day-old mice as described previously (49) using 1 mg/mL Collagenase IV in complete medium — DMEM high glucose (Thermo Fisher Scientific) containing 10% FCS superior (Biochrom GmbH), 1% sodium pyruvate (Thermo Fisher Scientific) and 1% penicillin/streptomycin (Sigma-Aldrich). Chondrocytes were used at 80% confluency for experiments within the first passage unless otherwise stated and stimulated with 10 ng/mL of murine IL-1β (Preprotech) where required.

### Immunofluorescence staining of chondrocytes.

Immunofluorescence staining for TRPC1 was performed to detect the localization of the channel within the cells. Chondrocytes were grown to 80% confluence on glass coverslips, fixed in 4% PFA for 10 minutes, and washed twice with PBS. Cells were permeabilized with PBS–Triton X for 10 minutes and quenched with 0.025% ammonium chloride in PBS for two 5-minute washes. After blocking with 20% FCS in PBS for 1 hour at room temperature, cells were incubated with primary and secondary antibodies as listed in Supplemental Table 3 and detected using fluorescence microscopy using an Axio Imager 2.0 with Apotome (Zeiss).

### Immunoblotting.

Cell lysates containing equal amounts of protein and loading dye were separated by electrophoresis on 10% SDS page gels (Bio-Rad) alongside PageRuler Plus prestained protein ladder (Thermo Fisher Scientific) at 80 V. Proteins were transferred to a nitrocellulose membrane using a Trans-blot Turbo system (Bio-Rad), blocked in BSA (5% in TBS-T) at room temperature for 3 hours, and incubated overnight at 4°C with the primary antibody as listed in Supplemental Table 3; they were then washed 3 times in TBS-T and incubated with HRP-linked secondary antibody for 1 hour at room temperature. Membranes were washed, incubated with ECL solution, and visualized via chemiluminescence using a Fusion FX Western blot imager (Vilber Lourmat).

### TUNEL staining.

Cells undergoing cell death were detected using the In Situ Cell Death Detection Kit, TMR red (Merck), according to the manufacturer’s instructions. In brief, paraffin sections were deparaffinized, rehydrated, and permeabilized. Sections were incubated with the TMR red label for broken DNA strands and counterstained using DAPI. After mounting in Mowiol. Staining was visualized using an Axiovert Z1 microscope (Zeiss). Sections pretreated with DNase I (1 U) for 10 minutes were used as a positive control.

### Quantitative PCR (qPCR).

Total RNA was extracted from chondrocyte cultures using TRIzol (Invitrogen) as previously described using chloroform separation, isopropanol, and 70% ethanol washes. cDNA was synthesized using the TaqMan Reverse Transcription kit (Invitrogen) according to the manufacturers’ instructions. In total, 1,000 ng of RNA was transcribed using oligo(dT)16-primers, and relative ΔCT gene expression levels were analyzed using primer sequences or TaqMan probes (Thermo Fisher Scientific) listed in Supplemental Table 4 using a CFX384 qPCR cycler (Bio-Rad) and β-2-microglobulin (B2m), β-actin (Actb) and glyceraldehyde 3-phosphate dehydrogenase (Gapdh) forming a housekeeping (HK) control gene panel.

### RNA-Seq.

Total RNA was extracted from femoral head and tibial cartilage and from subchondral bone pooled from 2–3 mouse knees per sample (DMM-WT, *n* = 3; DMM-TRPC1, *n* = 4), was assessed for quality using an RNA Nano chip on a Bioanalyzer (Agilent). Average RNA integrity number (RIN) for the 7 samples was 7.9 ± 1.7 SD. Samples were quantified using the Qubit RNA BR fluorometric assay (Thermo Fisher Scientific) on the DS-11 spectrophotometer (Denovix). In total, 300 ng total RNA of each sample was used to prepare sequencing libraries using the TruSeq Stranded Total RNA with RiboZero as per manufacturer’s recommendations (Illumina) and as previously described (50). Library quality was assessed on a Bioanalyzer high-sensitivity DNA chip. Average library size was 300 ± 9 bp SD. Seven libraries were volumetrically pooled and sequenced on an Illumina NextSeq 550 instrument for 75 paired-end read cycles at the Schroeder Arthritis Institute (Krembil).

Demultiplexing of samples was performed using bcl2fastq conversion tool (v2.19.1.403). Quality assessment of each sample revealed high-quality of reads by Phred score (90.4% > Q30; 80 ± 14 million reads/per end). To maintain a minimum read length of 25 bp after trimming of adapters, Cutadapt (v2.5) software was executed (~3% reads being contaminated) along with trimming of data. Splice-aware alignment of reads using a Hierarchical Graph FM (HGFM) index method was performed using HISAT2 software (v2.1.0 with parameters --rna-strandness RF –dta) against mouse reference genome (GRCm38). To populate the abundance of transcripts based on the reference genome and transcriptome, StringTie (v2.0.3 with parameters -e -B -G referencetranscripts.gtf) was run to generate output as table format files. These files were processed using the script “prepDE.py” from StringTie software to collect the raw gene expression levels for downstream processing.

Raw gene expression levels consisted of 55,401 genes measured across the 7 samples. After filtering for lowly expressed genes, defined as genes with < 2 samples with a count per million ≤ 1, a total of 16,429 genes remained for further analysis. 

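In the deposited table of 55401 genes, 16429 had more than 1 CPM in at least 2 of the 7 samples, and these were tested here. At least 1 count was found for 35522 genes over the 7 samples. edgeR's filterByExpr, which sets its minimum from the library sizes and the smaller group, kept 22987. By gene identifier, 99.5% of the genes in the table matched the GENCODE M21 annotation.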

Changes in RNA-Seq expression were evaluated using a method that assumes a negative binomial distribution (51). Differential expression analyses were performed using function DESeq (default parameters) in R package DESeq2 (52). Pairwise comparisons between groups of interest were calculated and tested for statistical differences in expression levels, visualized using a volcano plot created in R. The FDR correction was used to adjust *P* values (53), where 5% identified statistically significant DEGs. All analyses were performed in R (v3.5.0). DEGs were further represented using heatmap.2 function in gplots (v3.0.1). GO BP enrichment analysis was performed using clusterProfiler (v4.0.5 in R 4.1.0), and resulting plots were generated in R using ggplot (v2 3.3.5).

### Intracellular calcium measurement.

To measure the levels of intracellular Ca^2+^ mobilization, chondrocytes were seeded within a 96-well plate (30,000 cells/well) and loaded with Fluo-4 reagent before stimulation according to the manufacturer’s instructions. Cells were then monitored for fluorescence signal using the Axiowert A1 with live cell imaging CO_2_ chamber and heating plate (Zeiss) under standard culture conditions. Basal levels were measured via fluorescence imaging using an excitation wavelength of 494 nm and emission wavelength of 516 nm, every 15 seconds for 2 minutes under resting conditions, before any stimulus was added. Following stimulation using a standardized 5 μL volume of either PBS, ionomycin, thapsigargin or bFGF, further measurements were taken every 15 seconds for 5 minutes. The change in fluorescence intensity was calculated relative to basal levels.

### SA–β-Gal detection.

β-Gal activity, a marker of cells undergoing senescence, was detected by cytochemical cleavage of the chromogenic substrate 5-bromo-4-chloro-3-indoyl β-D-galactopyranoside (X-Gal) into an insoluble compound at the pH of 6.0. Cells were fixed with glutaraldehyde/formaldehyde (0.2%/2% in PBS), washed in PBS, and covered with the X-Gal staining solution (54) for 20 hours at 37°C. Cells were then washed with methanol and air dried before imaging using an Axiovert Z1 microscope (Zeiss).

### ELISA.

Protein concentrations within supernatant — collected following 24 hours of incubation with 10 ng/mL IL-1β followed by 48 hours further culture in control medium — were collected and used for ELISA quantification with the following kits according to the manufacturer’s instructions: Mouse CCL2/JE/MCP-1 Quantikine ELISA (R&D Systems), Mouse IL-6 Quantikine ELISA (R&D Systems), and Mouse Total MMP-3 Quantikine ELISA (R&D Systems). Quantification was performed with reference to the standard solutions provided in each kit.

### Proliferation assay.

Chondrocyte proliferation was measured in vitro using the CyQUANT Cell Proliferation Assay (Thermo Fisher Scientific) according to the manufacturer’s instructions, which uses a fluorescent nucleic acid dye to measure the DNA content within a sample. The proliferation rate was calculated by dividing the content measured after 48 hours of incubation with either control or 10 ng/mL IL-1β with that measured after 24 hours of incubation.

### Caspase activity assay.

Caspase activity as a measure of caspase-mediated apoptosis was measured using the Generic Caspase Activity Assay Kit (Fluorometric – Green) (Abcam). Chondrocytes incubated with either control or 10 ng/mL IL-1β–containing media for 24 hours followed by 48 hours of further culture in control medium were labeled according to the manufacturer’s instructions, before fixation in 4% paraformaldehyde and visualization using an Axiovert Z1 microscope (Zeiss).

### μCT imaging and analysis.

μCT scanning of knee joints was performed using a Skyscan 1176 scanner (Bruker), with a 0.5 aluminium filter, 0.3° rotation with 10 images per step. Scans were reconstituted using NRecon (version 1.7.4.6), and images were positioned for quantitative analysis using DataViewer (Version 1.5.6.3) software. The tibial plateau was selected and analyzed using CTAn (Version 1.1.8.9.0) software, where subchondral bone plate and subchondral bone trabecular parameters could be separated. Bone parameters analyzed included subchondral bone thickness, bone volume fraction, trabecular thickness, and trabecular separation.

### Statistics.

Statistical analyses were performed using GraphPad Prism version (v9.0) software. Individual tests and statistical significance levels are indicated within figures and figure legends. Unless stated otherwise, data are presented as mean ± SEM, and *P* < 0.05 was considered statistically significant. Two-tailed Student’s *t* test or 2-way ANOVA with Tukey’s multiple-comparison test was used for statistical analysis unless otherwise stated in the legend.

### Study approval.

For human studies, written informed consent was received prior to sample donation. The study was reviewed and approved by the IRB of the Medical School, Otto-von-Guericke University, Magdeburg (no 28/20). All animal experiments were approved by the local ethics committee Landesamt für Natür, Umwelt und Verbraucherschutz Nordrhein-Westfalen (LANUV, 84.02.04.2017.A050 and 84-02.05.50.15.005) and were carried out in compliance with ARRIVE guidelines.

### Data availability.

All data relevant to the study are included in the article or uploaded as supplemental information, aside from RNA-Seq data that will be available in a public open access repository upon acceptance of the manuscript. Supporting data values associated with the main manuscript and supplemental material are available within the Supporting Data Values file.

## Author contributions

MS and SL contributed experimental design, data acquisition, data analysis and interpretation, writing of the manuscript. OEG, P Potla, and CP contributed data analysis and interpretation. JB contributed provision of human tissue samples. SB, LW, SK, P Paruzel, RA, AT, and JI contributed data acquisition. FDA contributed data analysis and interpretation as well as writing of the manuscript. MK contributed experimental design, data analysis and interpretation, and writing of the manuscript. TP contributed conceptualization, experimental design, data analysis and interpretation, and writing of the manuscript. JS contributed conceptualization, data acquisition, data analysis and interpretation, and writing of the manuscript. All authors have edited and approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
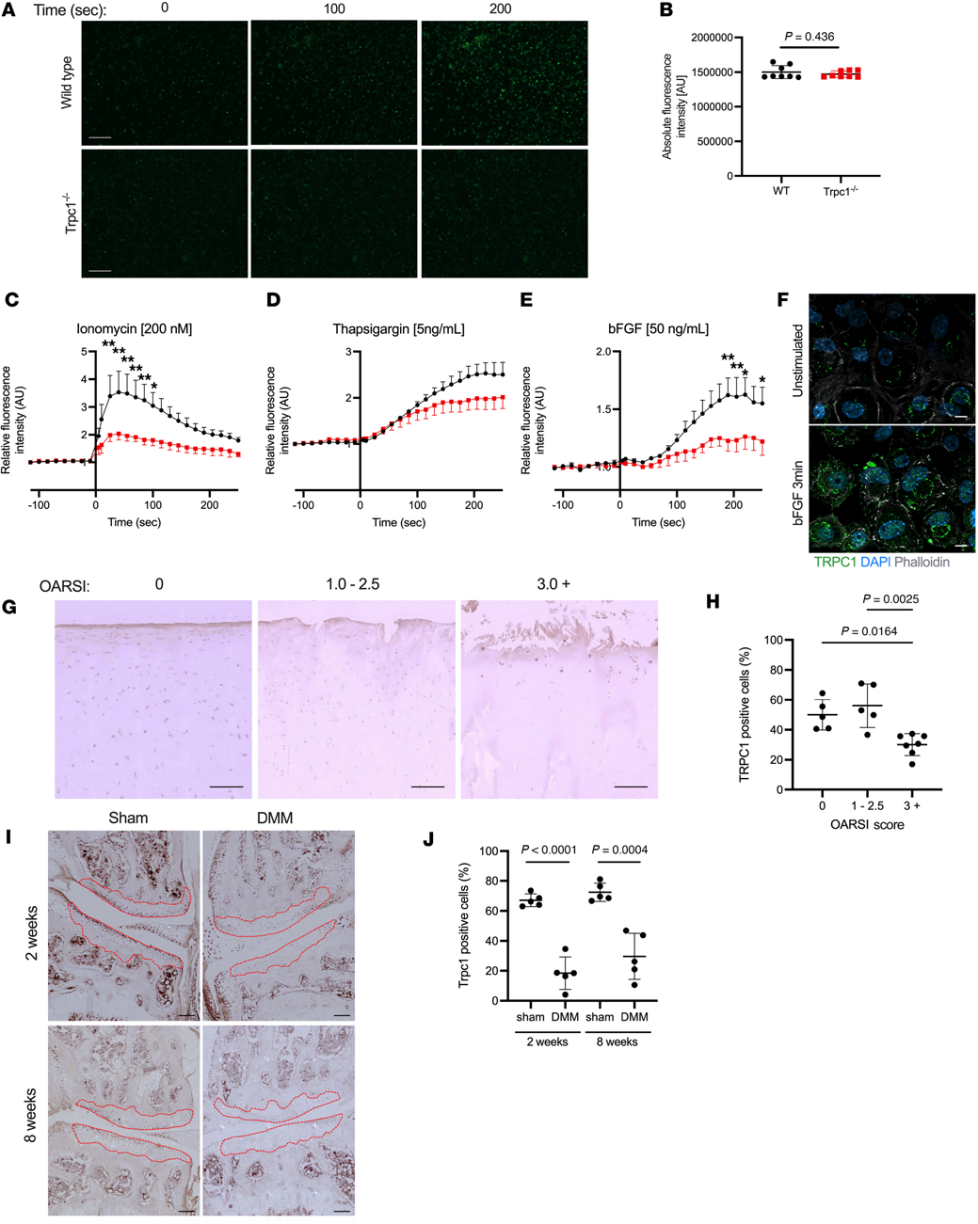
Analysis of TRPC1 protein expression in human and murine articular cartilage. (**A**) Fluorescence images depicting intracellular Ca^2+^ (green) within early passage WT and TRPC1^–/–^ chondrocytes loaded with Fluo-4 Ca^2+^ indicator, during stimulation with 5 ng/mL thapsigargin. Scale bar: 200 μm. (**B**) Comparison of basal intracellular Ca^2+^ levels as measured by fluorescence intensity of early passage WT and *Trpc1^–/–^* chondrocytes. Unpaired *t* test (*n* = 8). (**C**–**E**) Time course analysis of intracellular Ca^2+^ levels as measured by fluorescence intensity of loaded Fluo-4 Ca^2+^ indicator in WT and *Trpc1^–/–^* chondrocytes during stimulation with either ionomycin (200 nM), thapsigargin (5 ng/mL), or bFGF (50 ng/mL). Two-way ANOVA with multiple comparisons (*n* = 4). *P < 0.05 and **P < 0.01. (**F**) Immunofluorescence detection of TRPC1 (green) in WT murine chondrocytes in resting conditions and 3 minutes following bFGF (50ng/mL) stimulation. Cell cytoskeleton is counterstained with phalloidin (white) and nuclei with DAPI (blue). Scale bar: 20 μm. For isotype negative control staining, see Supplemental Figure 3A. (**G**) Immunohistological detection of TRPC1 in human cartilage sections comparing healthy (OARSI score 0), early OA (OARSI score 1.0–2.5) and advanced OA (OARSI score 3.0+). Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3B. (**H**) Graph showing quantification of TRPC^+^ cells within the cartilage expressed as percentage of total number of cells identified (*n* = 4 participants). One-way ANOVA with Tukey’s multiple-comparison test. (**I**) Immunohistological detection of TRPC1 in murine knee joint 2 weeks and 8 weeks following sham control or DMM surgery. Dotted red outline indicates area used for analysis of articular cartilage. Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3C. (**J**) Quantification of the relative number of TRPC1^+^ cells within the tibial articular cartilage expressed as a percentage of cells present *P* values: unpaired *t* test (*n* = 5 mice).

**Figure 2:**
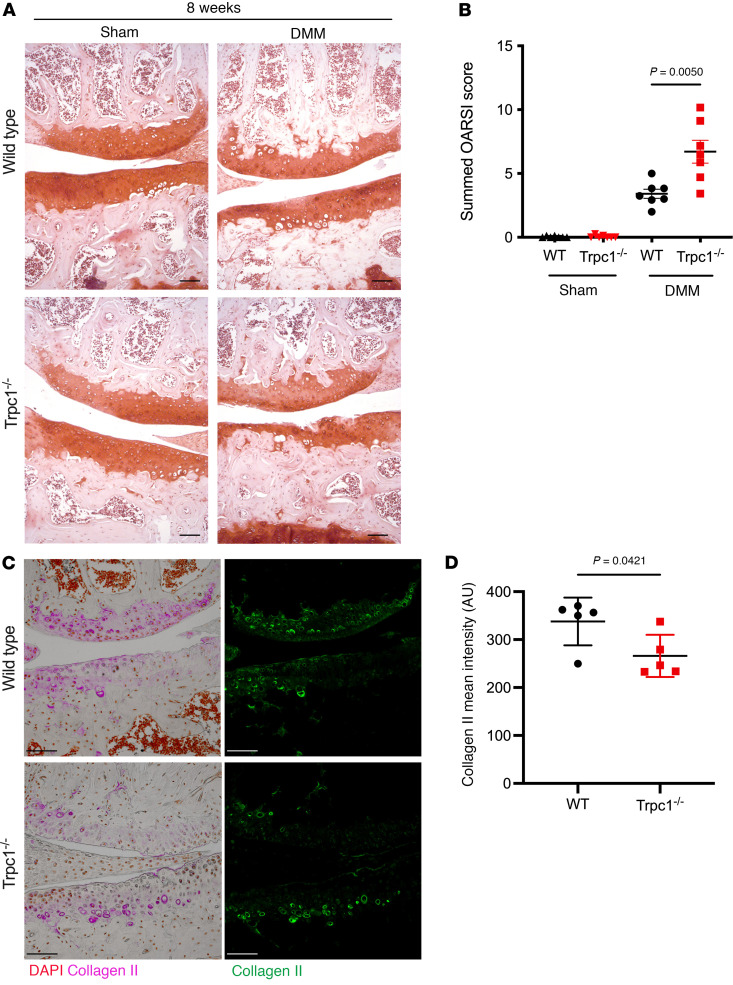
Assessment of articular cartilage phenotype 8 weeks after surgery (sham versus DMM). (**A**) Representative images of Safranin-O–stained paraffin sections of medial compartments of knee joints of WT control and *Trpc1^–/–^* mice 8 weeks after DMM. Scale bar: 100 μm. (**B**) Summed OARSI score of medial and lateral compartments of WT and Trpc1*^–/–^* knee joints 8 weeks after DMM (*n* = 7). (**C**) Immunofluorescence detection of collagen type II in the medial compartments of WT and *Trpc1^–/–^* knee joints 8 weeks after DMM. Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3D. (**D**) Quantification of the mean fluorescent signal intensity of collagen type II immunofluorescence within the remaining medial articular cartilage (*n* = 5). For all graphs, data are expressed as mean ± SEM and *P* values were determined by unpaired *t* test.

**Figure 3:**
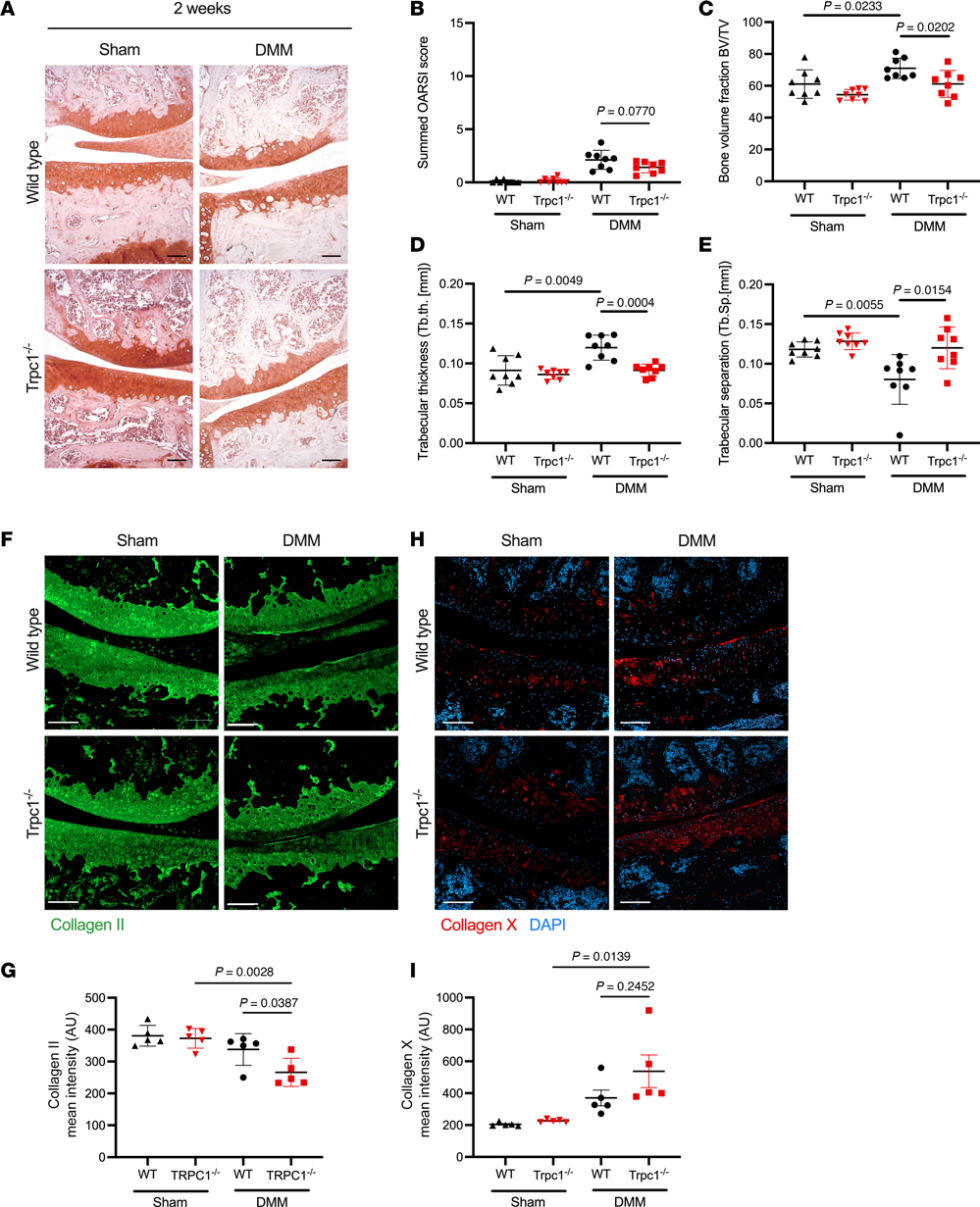
Assessment of early cartilage and subchondral bone changes 2 weeks after DMM. (**A**) Representative images of Safranin-O–stained paraffin sections of medial compartments of knee joints of WT control and *Trpc1^–/–^* mice 2 weeks after surgery (sham versus DMM). Scale bar: 100 μm. (**B**) Summed OARSI score of medial and lateral compartments of WT and *Trpc1^–/–^* knee joints 2 weeks after DMM (*n* = 8). (**C**) Bone volume fraction (normalized for total volume; BV/TV) fraction measurement of WT and *Trpc1^–/–^* knee joint tibial subchondral bone 2 weeks after sham control or DMM (*n* = 8). (**D**) Trabecular thickness (Tb.th. [mm]) measurement of WT and *Trpc1^–/–^* knee joint tibial subchondral bone 2 weeks after sham control or DMM surgery (*n* = 8). (**E**) Trabecular separation (Tb.Sp. [mm]) in WT and *Trpc1^–/–^* knee joint tibial subchondral bone 2 weeks after sham control or DMM (*n* = 8). (**F**) Immunofluorescence detection of collagen type II (green) in the medial compartments of WT and *Trpc1^–/–^* knee joints 2 weeks after DMM. Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3D. (**G**) Quantification of the mean fluorescent signal intensity of collagen type II immunofluorescence within the medial articular cartilage (*n* = 5). One-way ANOVA with Tukey’s multiple-comparison test. (**H**) Immunofluorescence detection of collagen type X (red) in the medial compartments of WT and *Trpc1^–/–^* knee joints 2 weeks after DMM. Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3E. (**I**) Quantification of the mean fluorescent signal intensity of collagen type X immunofluorescence within the medial articular cartilage (*n* = 5).One-way ANOVA with Tukey’s multiple-comparisons test. For all graphs, data are expressed as mean ± SEM. *P* values were determined by unpaired *t* test unless stated otherwise.

**Figure 4:**
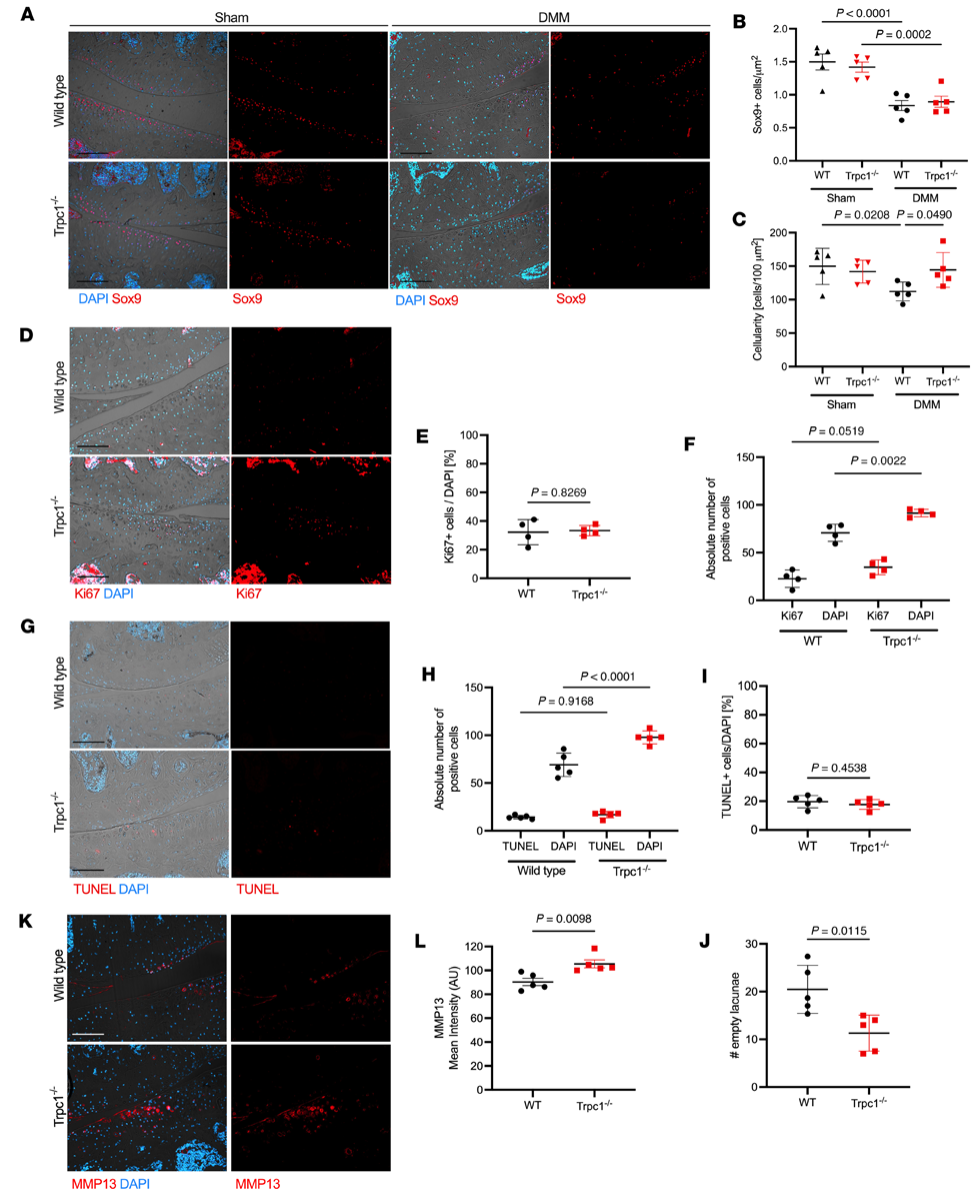
TRPC1-dependent phenotypic changes in cartilage during early stages of OA development in mice. (**A**) Immunofluorescence detection of Sox9 in the medial compartments of WT and *Trpc1^–/–^* knee joints 2 weeks after DMM. DAPI used as a nuclear counterstain. (**B**) Quantification of density of Sox9^+^ cells within the medial tibial articular cartilage. One-way ANOVA with Tukey’s multiple-comparison test. (*n* = 5). (**C**) Comparison of overall cellularity of medial tibial articular cartilage in WT and *Trpc1^–/–^* 2 week after DMM and sham mice as defined by number of DAPI^+^ cells per 100 μm^2^. One-way ANOVA with Tukey’s multiple-comparison test. (*n* = 5). (**D**) Immunofluorescence detection of Ki67 as a marker of cell proliferation in medial compartments of murine knee joints 2 weeks after DMM. DAPI used as a nuclear counterstain. (**E**) Quantification of number of Ki67^+^ cells within the medial tibial articular cartilage normalized for the total number of DAPI^+^ cells. Unpaired *t* test (*n* = 4). (**F**) Absolute quantification of the number of Ki67^+^ cells and number of DAPI^+^ cells within the medial tibial articular cartilage 2 weeks after DMM. One-way ANOVA with Tukey’s multiple-comparison test (*n* = 4). (**G**) TUNEL staining of medial compartments of murine knee joints 2 weeks after DMM. DAPI used as a nuclear counterstain. (**H**) Quantification of number of TUNEL^+^ cells normalized for total number of cells within the tibial articular cartilage. One-way ANOVA with Tukey’s multiple-comparison test (*n* = 5). (**I**) Absolute numbers of TUNEL^+^ and DAPI^+^ cells within the tibial articular cartilage 2 weeks after DMM. (**J**) Quantification of number of empty lacunae within the tibial articular cartilage 2 weeks after DMM. (**K**) Immunofluorescence detection of MMP13 in medial compartments of WT and *Trpc1^–/–^* knee joints 2 weeks after DMM. DAPI used as a nuclei counterstain. (**L**) Quantification of mean MMP13 staining intensity. Unpaired *t* test (*n* = 5) unless stated otherwise. Scale bars: 100 μm. For isotype negative control stainings, see Supplemental Figure 3.

**Figure 5:**
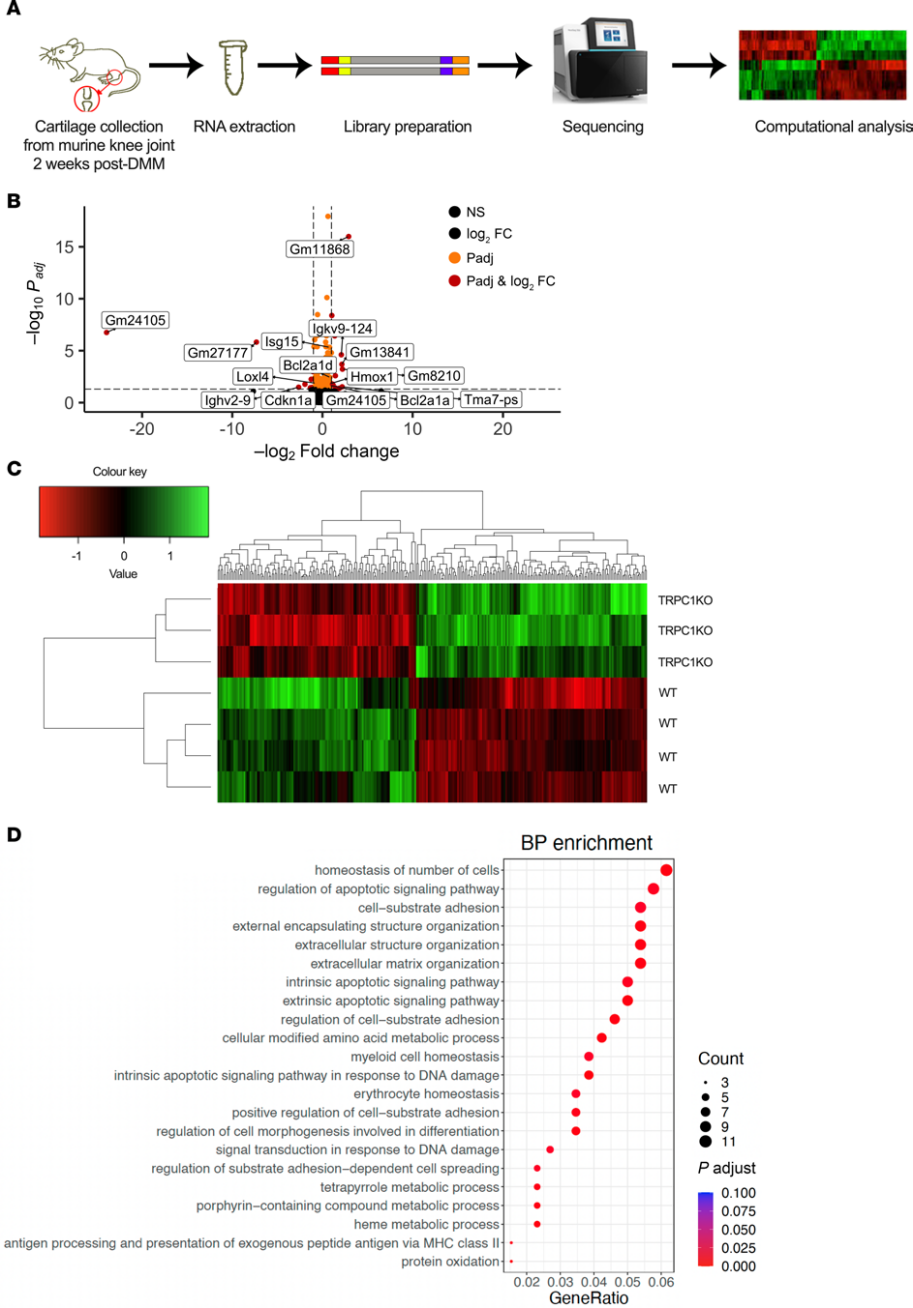
RNA expression profiles show an altered response to DMM in cartilage and subchondral bone. (**A**) Diagram of RNA-Seq workflow. (**B**) Volcano plot of cartilage gene expression fold-changes (FC, log_2_ scale) in *Trpc1^–/–^* relative to WT mice 2 weeks after DMM and corresponding FDR-adjusted *P* values (*P*_adj_, –log_10_ scale). Dashed lines delineate cut-off values (Benjamini-Hochberg FDR, 0.05; FC, 1.5), and red dots highlight significantly differentially expressed genes (DEGs) (i.e., FC > 1.5 with *P*_adj_ < 0.05). (**C**) Heatmap showing DEG profiles (genes with FC > 1.5) in the individual samples from both *Trpc1^–/–^* and WT groups, where green represents upregulation and red represents downregulation. (**D**) Biological pathway (BP) enrichment dot plot where gene ratio on the *x* axis represents the ratio of the total DEGs in the given GO term on the *y* axis. The size of each dot symbolizes the number of DEGs annotated with a specific term.

**Figure 6:**
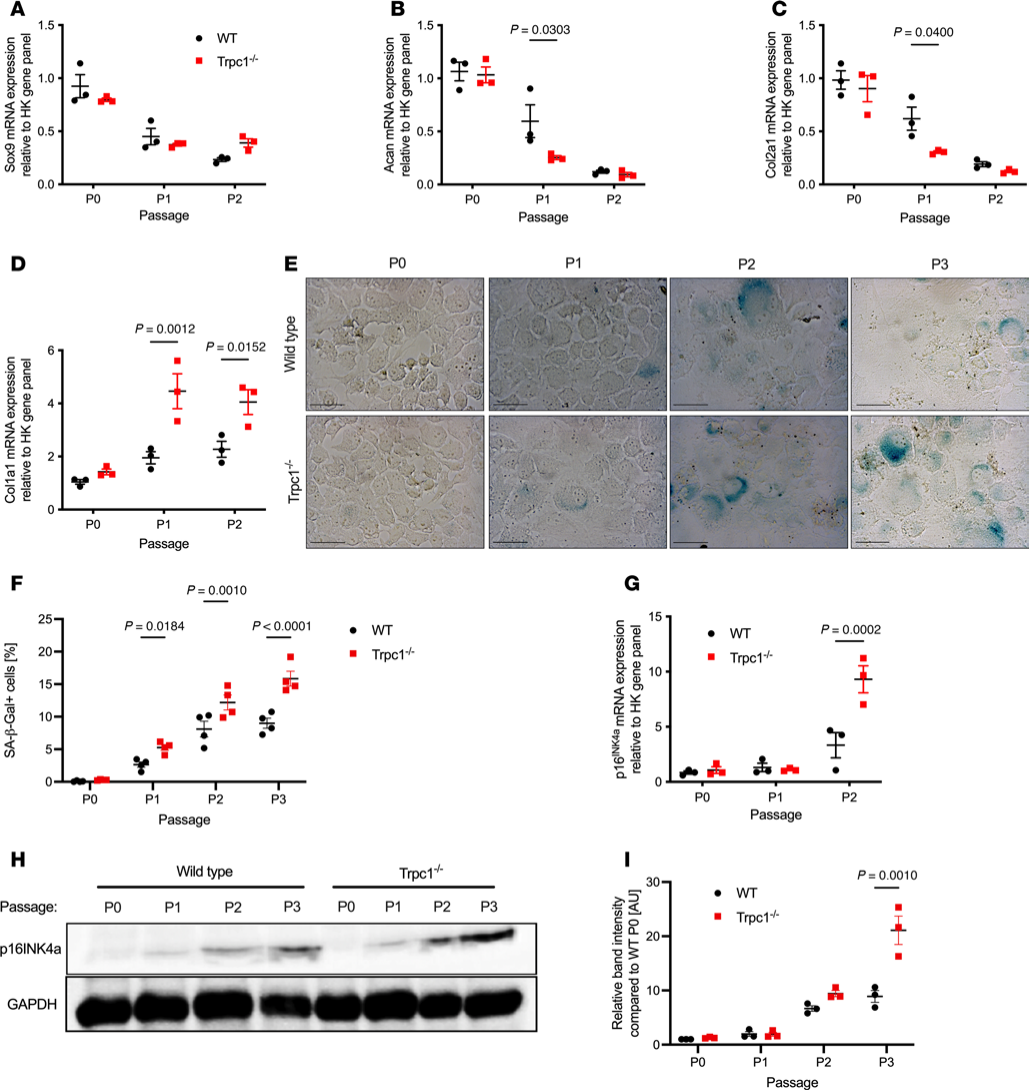
In vitro analysis of the effect of *Trpc1* deficiency upon chondrocyte phenotypic stability. (**A**–**D**) qPCR analysis of *sox9*, aggrecan, *col2a1*, and *col10a1* gene expression in murine WT and *Trpc1^–/–^* chondrocytes during serial in vitro passage. Two-way ANOVA with Tukey’s multiple-comparison test (*n* = 3). (**E**) Representative images of SA–β-Gal staining (blue) of WT and *Trpc1^–/–^* chondrocytes at equivalent confluence, visible by DIC counterimage, during serial passage. Scale bar: 50 μm. (**F**) Quantification of number of SA–β-Gal^+^ cells normalized for total number of cells during WT and *Trpc1^–/–^* chondrocytes during serial passage. Two-way ANOVA with multiple comparisons (*n* = 4, 20 images per condition). (**G**) qPCR analysis of *p16INK4a* gene expression in WT and *Trpc1^–/–^* chondrocytes during serial passage. Two-way ANOVA with multiple comparisons (*n* = 3). (**H**) Western blot of p16^INK4a^ protein levels in WT and *Trpc1^–/–^* chondrocytes during serial passage. GAPDH used as a loading control. (**I**) Quantification of Western blotting for p16^INK4a^ in WT and *Trpc1^–/–^* chondrocytes during serial passage. Two-way ANOVA with multiple comparisons (*n* = 3).

**Figure 7:**
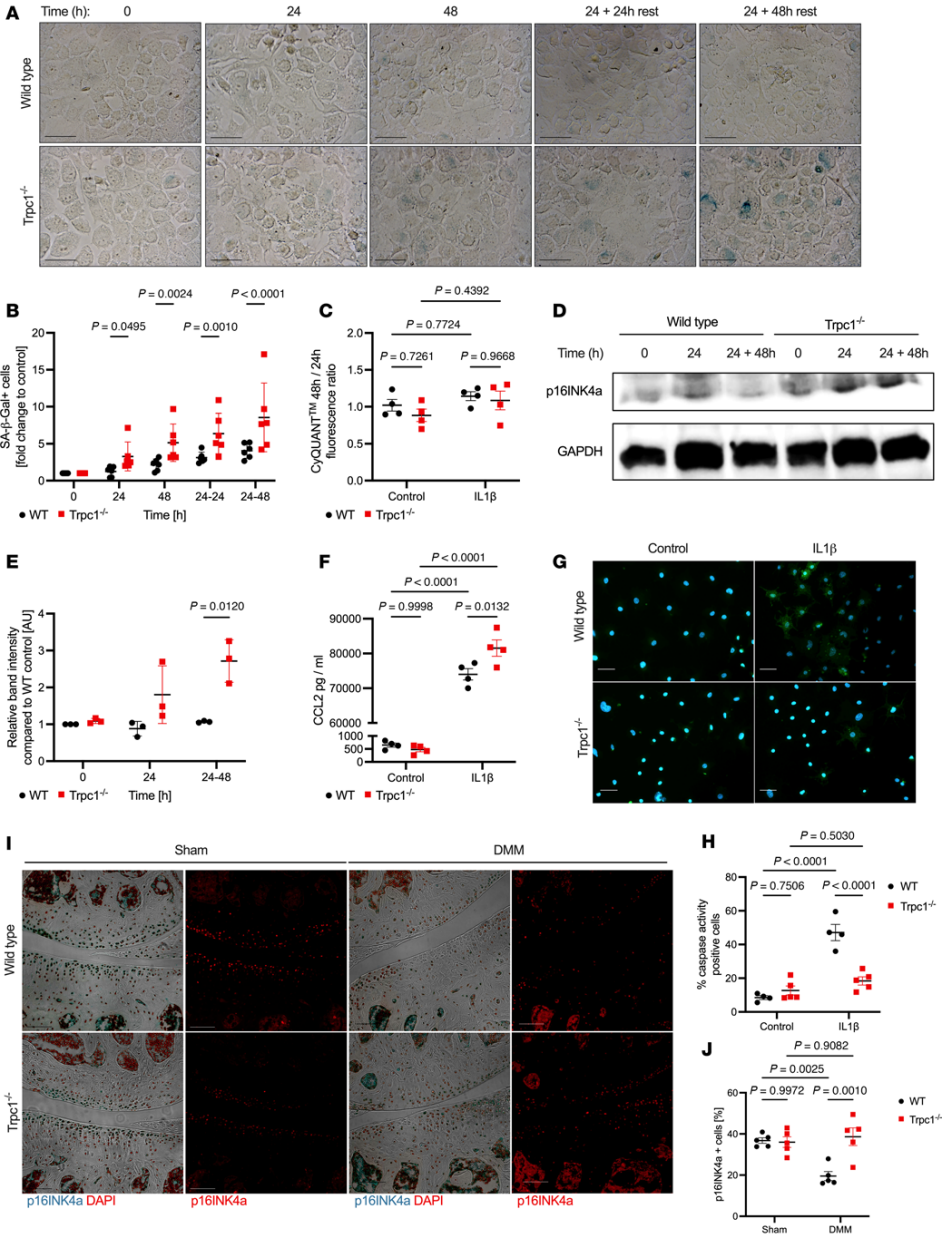
TRPC1 is required for protection against cellular senescence driven by IL-1β and during murine OA development. (**A**) Representative images of SA–β-Gal stainings (blue) of P0 WT and *Trpc1^–/–^* chondrocytes treated with 10 ng/mL IL-1β for either 24 hours, 48 hours, or for 24 hours followed by an additional 24 or 48 hours culture in control medium (rest). (**B**) Quantification of number of SA–β-Gal^+^ cells normalized to those in control untreated samples (*n* = 5). (**C**) CyQUANT fluorescence quantification of WT and *Trpc1^–/–^* chondrocytes measured at 24 and 48 hours after IL-1β stimulation to give a ratio representing proliferation rate (*n* = 4). (**D**) Western blot of p16^INK4a^ protein levels in WT and *Trpc1^–/–^* chondrocytes treated with 10 ng/mL IL-1β for either 24 hours or for 24 hours followed by 48 hours culture in control medium. (**E**) Quantification of Western blotting for p16^INK4a^ in WT and *Trpc1^–/–^* chondrocytes treated with 10 ng/mL IL-1β for either 24 hours or for 24 hours followed by 48 hours culture in control medium (*n* = 3). (**F**) CCL-2 concentration of control and IL-1β–treated chondrocyte supernatants measured by ELISA (*n* = 4). (**G**) Representative images of cleaved caspase activity in chondrocytes treated with IL-1β for 24 hours plus 48 hours rest. (**H**) Quantification of cleaved caspase activity in WT and *Trpc1^–/–^* chondrocytes following IL-1β stimulation (WT, *n* = 4; *Trpc1^–/–^*, *n* = 5). (**I**) Immunofluorescence detection of p16^INK4a^ in medial compartments of WT and *Trpc1^–/–^* murine knee joints 2 weeks after DMM. DAPI used as a nuclear counterstain. Scale bar: 100 μm. For isotype negative control staining, see Supplemental Figure 3I. (**J**) Quantification of number of p16^INK4a+^ cells within the medial articular cartilage normalized for the total number of DAPI^+^ cells (*n* = 5). Two-way ANOVA with multiple comparisons.

# Supplementary material for: TRPC1 links calcium signaling to cellular senescence in the protection against posttraumatic osteoarthritis
**Source:** JCI Insight. 2024 Dec 24;10(3):e182103. doi: 10.1172/jci.insight.182103
**Supplement:** Supplemental data

Transient receptor potential channel 1 (TRPC1) links intracellular calcium signaling to cellular senescence and is required for protection against post-traumatic osteoarthritis.

Supplemental materials

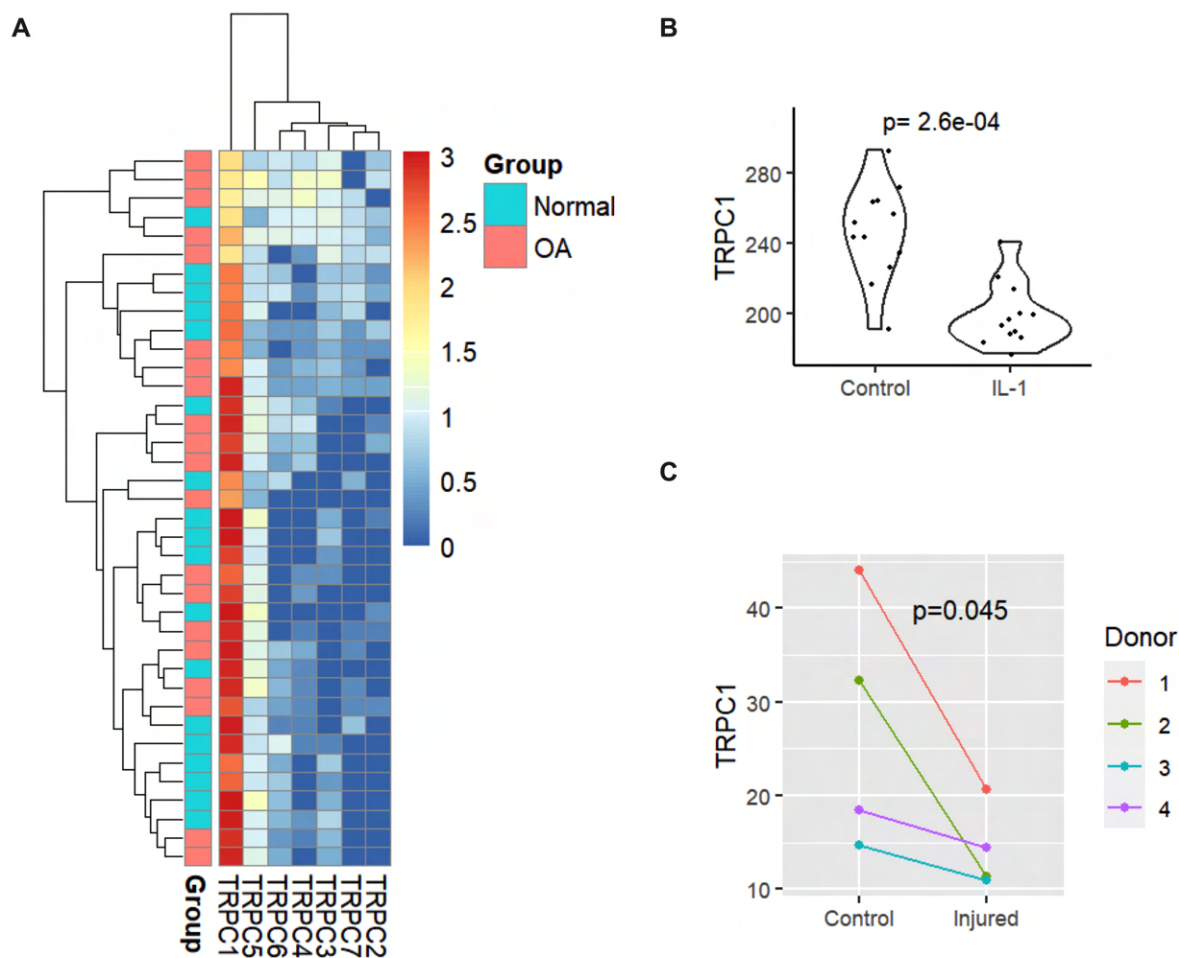

**Supplemental Figure 1.** (A) Post-hoc analysis of RNAseq data for TRPC channel expression in human normal and OA cartilage (GEO: GSE114007) (1) (B) Post-hoc analysis of microarray data from IL-1 $\beta$  treated human OA chondrocytes showing downregulation of TRPC1 gene expression following IL-1 $\beta$  application (GEO: GSE75181) (2). (C) Microarray gene expression data comparing TRPC1 expression in human cartilage before and following cutting injury (3) P-value: paired t-test after reciprocal transformation (n = 4).

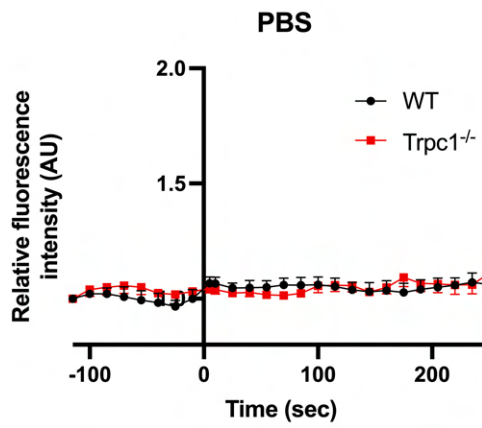

**Supplemental Figure 2.** Time course analysis of intracellular  $\text{Ca}^{2+}$  levels as measured by fluorescence intensity of loaded Fluo-4  $\text{Ca}^{2+}$  indicator in wild type and  $\text{Trpc1}^{-/-}$  chondrocytes during stimulation with PBS (negative control)

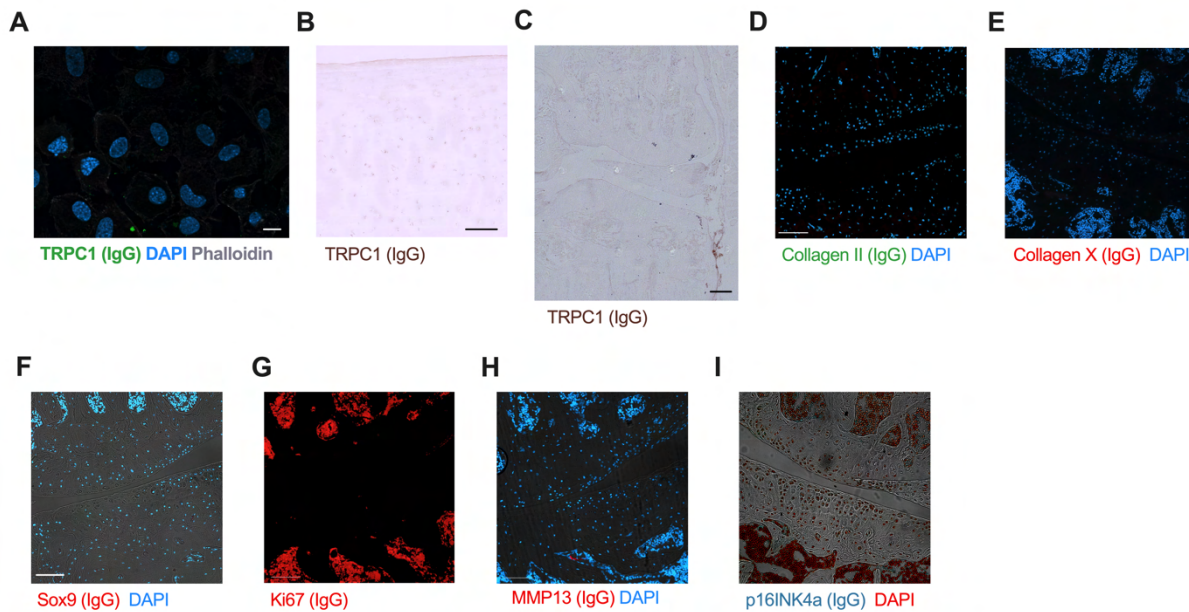

**Supplemental Figure 3.** (A) IgG isotype negative control for TRPC1 immunofluorescence staining on P0 murine chondrocytes. Scale bar: 20 μm. (B) IgG isotype negative control for TRPC1 immunohistochemical staining on human healthy cartilage paraffin section. Scale bar: 100 μm. (C) IgG isotype negative control for TRPC1 immunohistochemical staining on murine sham operated knee joint section. Scale bar: 100 μm. (D) IgG isotype negative control for type II collagen immunofluorescence staining on murine sham operated knee joint section. Scale bar: 100 μm. (E) IgG isotype negative control for type X collagen immunofluorescence staining on murine 2 weeks post-DMM knee joint section. Scale bar: 100 μm. (F) IgG isotype negative control for Sox9 immunofluorescence staining on murine sham operated knee joint section. Scale bar: 100 μm. (G) IgG isotype negative control for Ki67 immunofluorescence staining on murine 2 weeks post-DMM knee joint section. Scale bar: 100 μm. (H) IgG isotype negative control for MMP-13 immunofluorescence staining on murine 2 weeks post-DMM knee joint section. Scale bar: 100 μm. (I) IgG isotype negative control for p16INK4a immunofluorescence staining on murine 2 weeks post-DMM knee joint section. Scale bar: 100 μm. Where present, DAPI (blue) was used to label nuclei.

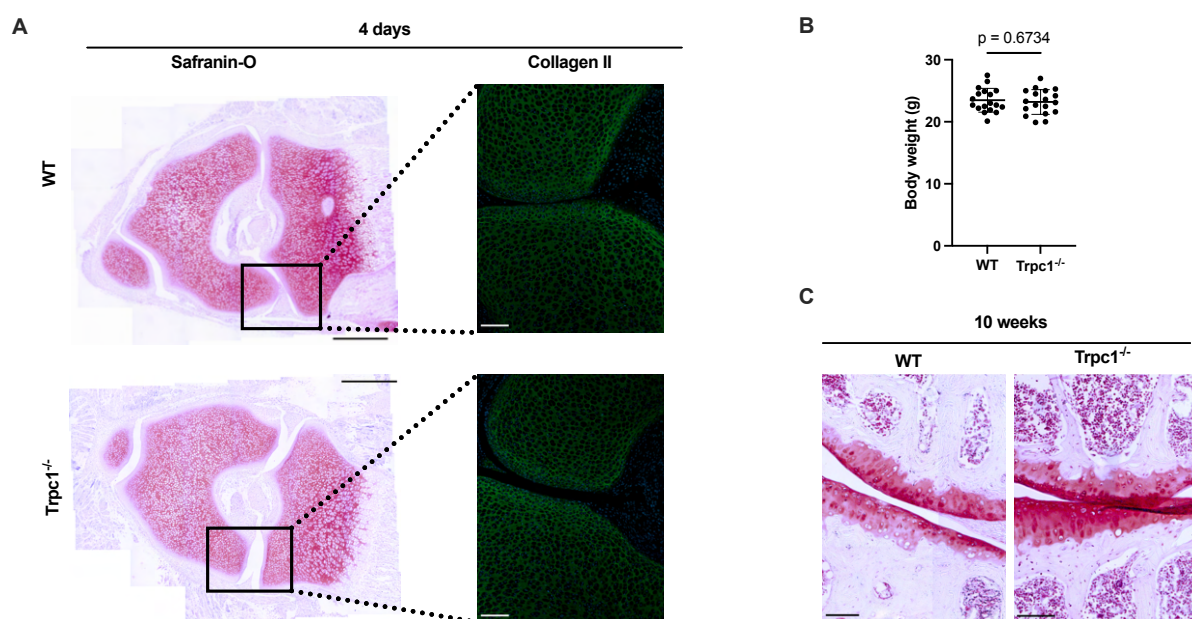

**Supplemental Figure 4.** (A) Safranin-O histology and type II collagen immunofluorescence staining of murine 4 day old wild type and *Trpc1*<sup>-/-</sup> knee joint sections demonstrating no obvious abnormalities caused by *Trpc1* deficiency during development. Scale bars: 500 μm (Safranin-O) and 100 μm (type II collagen, green). (B) Comparison of total body weights of 10 weeks old male wild type and *Trpc1*<sup>-/-</sup> mice at time of DMM. P value: unpaired t-test (n = 18). (C) Safranin-o staining of 10-week old unchallenged male murine knee joint sections. Scale bar: 100 μm.

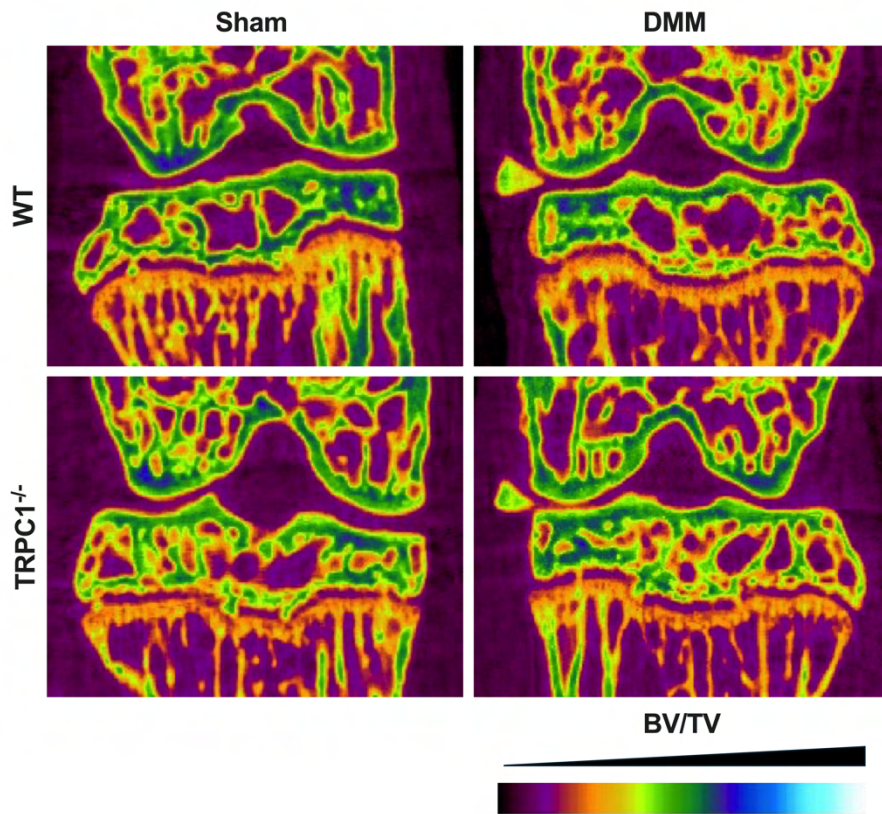

**Supplemental Figure 5.** Representative frontal cross section images taken from microCT analyses of wild type and *Trpc1*<sup>-/-</sup> knee joints 2 weeks post-DMM. Colour spectrum illustrates changes in BV/TV.

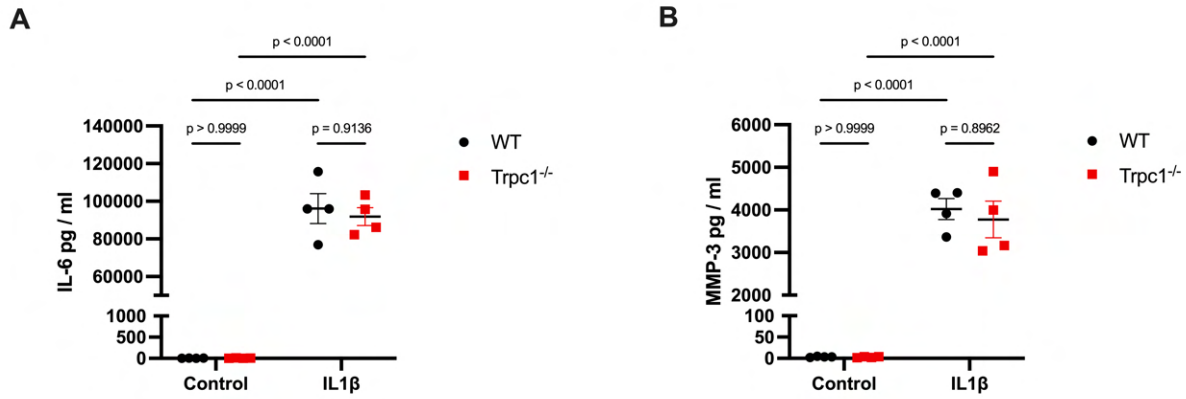

**Supplemental Figure 6.** Protein concentration analyses of murine IL-6 and MMP-3 within supernatants of wild type and *Trpc1*<sup>-/-</sup> chondrocytes after 24 hours stimulation with 10 ng/ml IL-1 $\beta$  and 48 hours further culture in control medium measured by ELISA (n = 4). P values: 2-way ANOVA with multiple comparisons.

**Supplemental Table 1.** Top 100 differentially expressed genes found within RNA sequencing comparison articular cartilage collected from wild type and *Trpc1*<sup>-/-</sup> mice 2 weeks post-DMM.

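The columns of this table are those of a DESeq2 result. The base mean is the mean of the counts of all samples after division by each sample's size factor, and it therefore mixes both groups. The log2 fold change is that of *Trpc1-/-* against wild type, a positive value being higher in *Trpc1-/-* samples. The standard error of that change follows, and their ratio is the Wald statistic from which the P value is taken. The last column adjusts this P value for all genes tested by the Benjamini-Hochberg method. Size factors were here between 0.520 for WT replicate 1 and 1.35 for WT replicate 3. They scale the samples to one another and do not change with gene length.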

| gene_id            | geneSymbol  | baseMean | log2FoldChange | lfcSE  | stat   | pvalue    | padj       |
|--------------------|-------------|----------|----------------|--------|--------|-----------|------------|
| ENSMUSG00000050550 | Gm11868     | 654,54   | 2,90671818     | 0,3121 | 9,3119 | 1,255E-20 | 1,0302E-16 |
| ENSMUSG00000094497 | Gm8210      | 1133,71  | 2,216069522    | 0,4597 | 4,8212 | 1,427E-06 | 0,00060075 |
| ENSMUSG00000083833 | Gm13841     | 1202,01  | 2,153237441    | 0,4226 | 5,0949 | 3,489E-07 | 0,00020456 |
| ENSMUSG00000096632 | Igkv9-124   | 161,49   | 2,091116993    | 0,3786 | 5,5236 | 3,322E-08 | 2,479E-05  |
| ENSMUSG00000096712 | Gm15454     | 204,10   | 1,535250393    | 0,2301 | 6,6726 | 2,513E-11 | 6,8747E-08 |
| ENSMUSG00000096715 | Igkv3-4     | 143,83   | 1,43307761     | 0,3245 | 4,4161 | 1,005E-05 | 0,002578   |
| ENSMUSG00000094546 | Ighv1-26    | 754,58   | 1,362296619    | 0,2149 | 6,3397 | 2,302E-10 | 3,7795E-07 |
| ENSMUSG00000116637 | Gm8130      | 79,63    | 1,230868486    | 0,2595 | 4,7432 | 2,104E-06 | 0,00082225 |
| ENSMUSG00000116875 | Morf4l1-ps1 | 258,74   | 1,041319953    | 0,1467 | 7,0997 | 1,251E-12 | 4,106E-09  |
| ENSMUSG00000094446 | Gm6344      | 356,97   | 0,991965094    | 0,1766 | 5,6175 | 1,938E-08 | 1,5801E-05 |
| ENSMUSG00000062611 | Rps3a2      | 4418,44  | 0,958697538    | 0,1786 | 5,3682 | 7,953E-08 | 5,2225E-05 |
| ENSMUSG00000058126 | Tpm3-rs7    | 3720,32  | 0,922204706    | 0,1909 | 4,8304 | 1,362E-06 | 0,00058858 |
| ENSMUSG00000099974 | Bcl2a1d     | 129,08   | 0,831627005    | 0,1933 | 4,3028 | 1,686E-05 | 0,00369128 |
| ENSMUSG00000035692 | Isg15       | 1243,57  | 0,790102163    | 0,1355 | 5,8315 | 5,492E-09 | 4,7453E-06 |
| ENSMUSG00000066361 | Serpina3c   | 403,62   | 0,746323368    | 0,1578 | 4,7292 | 2,254E-06 | 0,00084341 |
| ENSMUSG00000038871 | Bpgm        | 24042,67 | 0,719360606    | 0,1665 | 4,3194 | 1,565E-05 | 0,00347116 |
| ENSMUSG00000036594 | H2-Aa       | 10198,99 | 0,627216499    | 0,1138 | 5,5103 | 3,583E-08 | 2,5576E-05 |
| ENSMUSG00000044468 | Tent5c      | 47083,11 | 0,61527824     | 0,0625 | 9,8451 | 7,193E-23 | 1,1809E-18 |
| ENSMUSG00000090113 | Nhlrc4      | 373,58   | 0,600002707    | 0,1305 | 4,5985 | 4,256E-06 | 0,00124781 |
| ENSMUSG00000060586 | H2-Eb1      | 5694,52  | 0,590545487    | 0,1053 | 5,6102 | 2,021E-08 | 1,5801E-05 |
| ENSMUSG00000020641 | Rsad2       | 24839,68 | 0,57672145     | 0,1317 | 4,3795 | 1,19E-05  | 0,00278983 |
| ENSMUSG00000022748 | Cmss1       | 367,51   | 0,56726312     | 0,1200 | 4,7286 | 2,26E-06  | 0,00084341 |
| ENSMUSG00000081992 | Gm13408     | 985,20   | 0,553932197    | 0,1298 | 4,2666 | 1,984E-05 | 0,00408861 |
| ENSMUSG00000040569 | Slc26a7     | 841,57   | 0,544000441    | 0,1238 | 4,3939 | 1,113E-05 | 0,00269637 |
| ENSMUSG00000073421 | H2-Ab1      | 6743,88  | 0,532691776    | 0,1220 | 4,3658 | 1,267E-05 | 0,00292853 |
| ENSMUSG00000026348 | Acmsd       | 595,91   | 0,515277168    | 0,1222 | 4,2168 | 2,478E-05 | 0,00478686 |
| ENSMUSG00000034127 | Tspan8      | 1926,78  | 0,501010638    | 0,1073 | 4,6675 | 3,049E-06 | 0,0010309  |
| ENSMUSG00000032411 | Tfdp2       | 21571,66 | 0,497572187    | 0,0647 | 7,6953 | 1,411E-14 | 7,7219E-11 |
| ENSMUSG00000022051 | Bnip3l      | 22669,13 | 0,495603975    | 0,1160 | 4,2720 | 1,937E-05 | 0,00407664 |
| ENSMUSG00000078139 | AK157302    | 1509,73  | 0,485021183    | 0,1038 | 4,6723 | 2,979E-06 | 0,0010309  |
| ENSMUSG00000044792 | Isca1       | 11732,58 | 0,481712056    | 0,0952 | 5,0622 | 4,144E-07 | 0,00022678 |
| ENSMUSG00000040435 | Ppp1r15a    | 10355,53 | 0,476060159    | 0,1138 | 4,1840 | 2,864E-05 | 0,00528342 |
| ENSMUSG00000035472 | Slc25a21    | 1277,46  | 0,469971541    | 0,0797 | 5,8975 | 3,69E-09  | 4,1602E-06 |
| ENSMUSG00000042770 | Hebp1       | 2974,00  | 0,466525391    | 0,1062 | 4,3932 | 1,117E-05 | 0,00269637 |
| ENSMUSG00000028906 | Epb41       | 55559,35 | 0,450217808    | 0,0767 | 5,8722 | 4,299E-09 | 4,1602E-06 |
| ENSMUSG00000011179 | Odc1        | 22000,69 | 0,446787085    | 0,1003 | 4,4529 | 8,474E-06 | 0,00220813 |
| ENSMUSG00000028124 | Gclm        | 9047,81  | 0,444875212    | 0,0700 | 6,3560 | 2,071E-10 | 3,7783E-07 |
| ENSMUSG00000023926 | Rhag        | 7621,03  | 0,439430617    | 0,0865 | 5,0784 | 3,806E-07 | 0,00021547 |
| ENSMUSG00000090946 | Ccdc71l     | 4615,42  | 0,40475105     | 0,0968 | 4,1801 | 2,914E-05 | 0,00531572 |

|                    |           |           |              |        |         |           |            |
|--------------------|-----------|-----------|--------------|--------|---------|-----------|------------|
| ENSMUSG00000027322 | Siglec1   | 2895,53   | 0,399967298  | 0,0863 | 4,6320  | 3,621E-06 | 0,0011009  |
| ENSMUSG00000024588 | Fech      | 34158,88  | 0,39649454   | 0,0732 | 5,4138  | 6,172E-08 | 4,2216E-05 |
| ENSMUSG00000040675 | Mthfd1l   | 3352,66   | 0,387897236  | 0,0862 | 4,5022  | 6,726E-06 | 0,0017811  |
| ENSMUSG00000029802 | Abcg2     | 5581,07   | 0,384118904  | 0,0654 | 5,8715  | 4,319E-09 | 4,1602E-06 |
| ENSMUSG00000042066 | Tmcc2     | 32119,83  | 0,374662968  | 0,0854 | 4,3863  | 1,153E-05 | 0,00274291 |
| ENSMUSG00000042225 | Ammecr1   | 3543,00   | 0,358534661  | 0,0589 | 6,0821  | 1,186E-09 | 1,4978E-06 |
| ENSMUSG00000006574 | Slc4a1    | 107387,75 | 0,343172096  | 0,0818 | 4,1970  | 2,704E-05 | 0,00504513 |
| ENSMUSG00000028436 | Dcaf12    | 14430,42  | 0,33953874   | 0,0729 | 4,6546  | 3,246E-06 | 0,0010309  |
| ENSMUSG00000027115 | Kif18a    | 4817,40   | 0,338442336  | 0,0738 | 4,5838  | 4,567E-06 | 0,0013154  |
| ENSMUSG00000028587 | Orc1      | 1859,93   | 0,33362834   | 0,0694 | 4,8040  | 1,555E-06 | 0,00063822 |
| ENSMUSG00000024726 | Carnmt1   | 2297,05   | 0,327255356  | 0,0662 | 4,9462  | 7,567E-07 | 0,00037644 |
| ENSMUSG00000026311 | Asb1      | 9027,54   | 0,326437974  | 0,0723 | 4,5160  | 6,301E-06 | 0,00172405 |
| ENSMUSG00000024014 | Pim1      | 5470,22   | 0,323694296  | 0,0758 | 4,2730  | 1,929E-05 | 0,00407664 |
| ENSMUSG00000041147 | Brca2     | 6849,03   | 0,315660183  | 0,0680 | 4,6417  | 3,455E-06 | 0,00107015 |
| ENSMUSG00000037458 | Azin1     | 22638,39  | 0,313299149  | 0,0713 | 4,3964  | 1,101E-05 | 0,00269637 |
| ENSMUSG00000014956 | Ppp1cb    | 29803,94  | 0,311409223  | 0,0591 | 5,2715  | 1,353E-07 | 8,5437E-05 |
| ENSMUSG00000042029 | Ncapg2    | 13627,50  | 0,306160104  | 0,0663 | 4,6146  | 3,939E-06 | 0,00117582 |
| ENSMUSG00000078652 | Psme3     | 11512,23  | 0,294962666  | 0,0645 | 4,5732  | 4,803E-06 | 0,00135938 |
| ENSMUSG00000044763 | Trmt10c   | 1609,37   | 0,285364572  | 0,0630 | 4,5317  | 5,852E-06 | 0,00162836 |
| ENSMUSG00000022100 | Xpo7      | 46144,25  | 0,283446098  | 0,0581 | 4,8791  | 1,065E-06 | 0,00051446 |
| ENSMUSG00000020124 | Usp15     | 19152,63  | 0,266303671  | 0,0646 | 4,1214  | 3,765E-05 | 0,00650402 |
| ENSMUSG00000018983 | E2f2      | 16239,36  | 0,251422501  | 0,0578 | 4,3521  | 1,348E-05 | 0,00307457 |
| ENSMUSG00000027452 | Acss1     | 4400,92   | 0,234692666  | 0,0570 | 4,1191  | 3,803E-05 | 0,00650402 |
| ENSMUSG00000002222 | Rmnd5a    | 12160,35  | 0,176302913  | 0,0431 | 4,0889  | 4,334E-05 | 0,00711561 |
| ENSMUSG00000064147 | Rab44     | 9871,82   | -0,274455612 | 0,0650 | -4,2238 | 2,402E-05 | 0,00469484 |
| ENSMUSG00000062031 | Pgghg     | 1793,80   | -0,291288317 | 0,0709 | -4,1108 | 3,943E-05 | 0,00667388 |
| ENSMUSG00000001248 | Gramd1a   | 5759,92   | -0,338672236 | 0,0727 | -4,6567 | 3,214E-06 | 0,0010309  |
| ENSMUSG00000026335 | Pam       | 18845,73  | -0,366101523 | 0,0865 | -4,2321 | 2,315E-05 | 0,00457892 |
| ENSMUSG00000028041 | Adam15    | 3528,81   | -0,367155974 | 0,0789 | -4,6534 | 3,265E-06 | 0,0010309  |
| ENSMUSG00000019970 | Sgk1      | 5005,05   | -0,375885954 | 0,0918 | -4,0942 | 4,236E-05 | 0,00709679 |
| ENSMUSG00000038168 | P3h2      | 1500,45   | -0,425216887 | 0,1029 | -4,1326 | 3,587E-05 | 0,00626479 |
| ENSMUSG00000040964 | Arhgef10l | 2422,98   | -0,436914994 | 0,0903 | -4,8368 | 1,319E-06 | 0,00058536 |
| ENSMUSG00000024529 | Lox       | 12761,01  | -0,485552744 | 0,1002 | -4,8454 | 1,264E-06 | 0,00057632 |
| ENSMUSG00000018906 | P4ha2     | 1956,33   | -0,530675282 | 0,1298 | -4,0890 | 4,333E-05 | 0,00711561 |
| ENSMUSG00000070407 | Hs3st3b1  | 563,22    | -0,534602048 | 0,1074 | -4,9781 | 6,42E-07  | 0,00032936 |
| ENSMUSG00000082286 | Pisd-ps1  | 1200,78   | -0,542514183 | 0,0758 | -7,1580 | 8,188E-13 | 3,3604E-09 |
| ENSMUSG00000027848 | Olfml3    | 6558,00   | -0,557740206 | 0,1236 | -4,5125 | 6,406E-06 | 0,00172405 |
| ENSMUSG00000006369 | Fbln1     | 805,99    | -0,5642298   | 0,0883 | -6,3875 | 1,686E-10 | 3,4596E-07 |
| ENSMUSG00000024247 | Pkdcc     | 1194,26   | -0,582029945 | 0,0993 | -5,8624 | 4,561E-09 | 4,1602E-06 |
| ENSMUSG00000036412 | Arsi      | 588,12    | -0,606909589 | 0,1416 | -4,2855 | 1,823E-05 | 0,00393819 |
| ENSMUSG00000022780 | Meltf     | 3915,07   | -0,610547105 | 0,1255 | -4,8630 | 1,156E-06 | 0,00054222 |
| ENSMUSG00000023249 | Parp3     | 1750,57   | -0,619348953 | 0,1473 | -4,2040 | 2,622E-05 | 0,00500555 |
| ENSMUSG00000023800 | Tiam2     | 3401,10   | -0,621360012 | 0,1480 | -4,1976 | 2,698E-05 | 0,00504513 |
| ENSMUSG00000025504 | Eps8l2    | 1417,50   | -0,621590052 | 0,1463 | -4,2496 | 2,141E-05 | 0,00434025 |
| ENSMUSG00000056919 | Cep162    | 1812,98   | -0,630199781 | 0,1226 | -5,1410 | 2,733E-07 | 0,00016621 |
| ENSMUSG00000015709 | Arnt2     | 382,37    | -0,658474586 | 0,1582 | -4,1610 | 3,168E-05 | 0,00565377 |

|                    |          |          |              |        |         |           |            |
|--------------------|----------|----------|--------------|--------|---------|-----------|------------|
| ENSMUSG00000054252 | Fgfr3    | 3326,62  | -0,663173742 | 0,1603 | -4,1364 | 3,529E-05 | 0,00622878 |
| ENSMUSG00000016200 | Syt14    | 492,44   | -0,678769167 | 0,1457 | -4,6592 | 3,175E-06 | 0,0010309  |
| ENSMUSG00000061718 | Ppp1r1b  | 488,73   | -0,700324759 | 0,1500 | -4,6693 | 3,022E-06 | 0,0010309  |
| ENSMUSG00000031952 | Chst5    | 300,22   | -0,710824866 | 0,1422 | -4,9976 | 5,805E-07 | 0,00030742 |
| ENSMUSG00000039084 | Chad     | 13815,97 | -0,737723134 | 0,1675 | -4,4051 | 1,057E-05 | 0,00267026 |
| ENSMUSG00000001494 | Sost     | 2717,25  | -0,739783454 | 0,1707 | -4,3338 | 1,466E-05 | 0,00329594 |
| ENSMUSG00000042073 | Abhd14b  | 399,44   | -0,742321486 | 0,1740 | -4,2657 | 1,992E-05 | 0,00408861 |
| ENSMUSG00000044006 | Cilp2    | 3998,14  | -0,787026677 | 0,1640 | -4,7982 | 1,601E-06 | 0,0006412  |
| ENSMUSG00000006403 | Adamts4  | 350,19   | -0,862034626 | 0,1392 | -6,1943 | 5,855E-10 | 8,7376E-07 |
| ENSMUSG00000032872 | Cyb5r4   | 6144,96  | -0,891695898 | 0,2102 | -4,2421 | 2,215E-05 | 0,0044341  |
| ENSMUSG00000042254 | Cilp     | 40930,26 | -0,937919323 | 0,1593 | -5,8887 | 3,894E-09 | 4,1602E-06 |
| ENSMUSG00000101429 | BC055402 | 490,11   | -1,067626246 | 0,2287 | -4,6689 | 3,028E-06 | 0,0010309  |
| ENSMUSG00000026077 | Npas2    | 225,78   | -1,248982415 | 0,3001 | -4,1625 | 3,148E-05 | 0,00565377 |
| ENSMUSG00000098975 | Gm27177  | 363,36   | -7,324938074 | 1,2034 | -6,0870 | 1,151E-09 | 1,4978E-06 |
| ENSMUSG00000105790 | Gm24105  | 102,88   | -23,94383664 | 3,6786 | -6,5090 | 7,565E-11 | 1,7741E-07 |

**Supplemental Table 2** Clinical parameters of patient donors providing cartilage samples within this study

**Supplemental Table 3** List of antibodies used within this study

| <b>Antibody</b>              | <b>Application</b> | <b>Manufacturer</b> | <b>Cat. No.</b> | <b>Conjugation</b>                           |
|------------------------------|--------------------|---------------------|-----------------|----------------------------------------------|
| TRPC1                        | IHC-DAB            | Alomone             | a018            | unconjugated                                 |
| TRPC1                        | IF                 | Alomone             | a010            | unconjugated                                 |
| Type II collagen             | IHC-F              | Merck               | MAB8887         | unconjugated                                 |
| Type X collagen              | IHC-F              | Quartett            | CO097-05        | unconjugated                                 |
| Sox9                         | IHC-F              | Merck               | MAB5535         | unconjugated                                 |
| Ki67                         | IHC-F              | Leica Biosystems    | Ki67P-CE        | unconjugated                                 |
| p16INK4a                     | WB                 | Abcam               | ab211542        | unconjugated                                 |
| GAPDH                        | WB                 | Cell Signaling      | 5174            | unconjugated                                 |
| p16INK4a                     | IHC-F              | Abcam               | ab54210         | unconjugated                                 |
| Phalloidin                   | IF                 | ThermoFisher        | AB22287         | Alexa Fluor 647<br>Horseradish<br>peroxidase |
| Goat anti-rabbit IgG (H+L)   | WB                 | DAKO                | P0448           |                                              |
| Rabbit anti-mouse IgG (H+L)  | IHC-F              | ThermoFisher        | A11059          | Alexa Fluor 488                              |
| Donkey anti-mouse IgG (H+L)  | IHC-F              | ThermoFisher        | A31570          | Alexa Fluor 555                              |
| Donkey anti-rabbit IgG (H+L) | IHC-F              | ThermoFisher        | A10040          | Alexa Fluor 546                              |

**Supplemental Table 4** List of primers using within this study

| Gene            | Taqman Probe  | FW sequence                                | RV sequence                               |
|-----------------|---------------|--------------------------------------------|-------------------------------------------|
| <i>Actb</i>     | Mm02619580_g1 | -                                          | -                                         |
| <i>AggreCAN</i> | Mm00545798_m1 | -                                          | -                                         |
| <i>B2M</i>      | Mm00437762_m1 | -                                          | -                                         |
| <i>Col1a1</i>   | Mm00801666_g1 | -                                          | -                                         |
| <i>Col2a1</i>   | Mm01309565_m1 | -                                          | -                                         |
| <i>Gapdh</i>    | Mm99999916_g1 | -                                          | -                                         |
| <i>Sox9</i>     | Mm00448840_m1 | -                                          | -                                         |
| <i>Actb</i>     | -             | TGA CGG GGT CAC CCA CAC<br>TGT GCC CAT CTA | CTA GAA GCA TTT GCG GTG<br>GAC GAT GGA GG |
| <i>B2M</i>      | -             | AGA GGT CCT TTT CAC CAG<br>CA              | TCA GTC TCA GTG GGG GTG<br>AA             |
| <i>Gapdh</i>    | -             | AGC AAG GAC ACT GAG CAA<br>GAG AGG         | GGG TCT GGG ATG GAA ATT<br>GTG AGG        |
| <i>p16INK4a</i> | -             | CCC AAC GCC CCG AAC T                      | GCA GAA GAG CTG CTA CGT<br>GAA            |

How the deposited data were processed for this re-analysis (not part of the article)

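RNA-Seq was performed on 7 samples of cartilage and subchondral bone, each pooled from 2 to 3 mouse knees, 2 weeks after DMM. By their labels, 4 were WT and 3 were *Trpc1-/-*. The authors depleted ribosomal RNA, sequenced stranded libraries from both ends, trimmed adapters with Cutadapt, aligned the reads to GRCm38 with HISAT2, and estimated coverage with StringTie. The authors deposited estimated counts per gene, made from that coverage with a StringTie script, in 1 table of 55401 genes and 7 samples. The values were whole numbers, so rounding them left each unchanged, and they were not normalized. Because they are derived from coverage, the way the authors' pipeline assigned reads that map to several genes is fixed before this point and could affect pseudogenes, paralogs, and immunoglobulin genes. All 7 columns of samples were used.

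Gene symbols, positions, and exon lengths were taken from GENCODE M21. Genes with more than 1 CPM in at least 2 samples were kept, as the filter in the Methods was read, which left 16429. In R 4.3.3, counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with genotype alone in the model and Benjamini-Hochberg adjustment over the tested genes, at a threshold of 0.05. Standard errors of edgeR's logFC were taken from the F statistic. DESeq2 1.42.0 was run with default settings on the same genes. Limma 3.58.1 gave the camera test of gene sets and the limma-voom fit, and the Reactome sets came with fgsea 1.28.0. Sets of 10 to 500 tested genes were used, with the 4910 tested genes that belong to a Reactome set as the background for Fisher's exact test. Marker scores were means of log2 CPM with a prior count of 1, with genes of Supplemental Table 1 left out of the erythroid list. Differences between the groups were tested with an exact two-sided permutation test over the 35 splits of the samples into 4 and 3.

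The total count per sample lay between 52142451 and 118254070. A level of 3 counts was taken as the floor. Floors of this kind cover counting error only. The spread between the samples of a group enters edgeR's test through the dispersion, with a common value of 0.0424. The labels number the replicates 1 to 3 in both groups, which is where the pairing comes from. Same-numbered samples are different animals. The mouse numbers in the labels fall into the 1300s and the 1700s, and this cohort was tried as a covariate and by keeping the 1300s alone.

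Apart from genes of the porphyrin and heme sets and those called with library size as a covariate, which were named after their values were seen, the genes named in the text follow a rule written before the counts were examined. It takes the genes that the paper names for mouse cartilage or chondrocytes, those labelled in Figure 5B, the 10 genes with the smallest adjusted P in Supplemental Table 1, the 10 with the largest logFC among non-overlapping genes called by edgeR (of which there were 0, with 1643 genes at an unadjusted P under 0.05), called genes within 10 Mb of *Trpc1*, members of the marker lists and of the 2 Reactome sets reported, and genes of the sex chromosomes as a check of the labels. The alternatives tried were DESeq2, limma-voom, 2 other normalizations, 2 other filters on low counts, the replicate block, the cohort, the erythroid score and library size as covariates, other windows around *Trpc1*, camera, other settings of the marker scores and the clustering, and each sample left out in turn. The fits, the gene set tests, and the permutation test were first tested on simulated data with known answers. In these, edgeR called 57.5% of 200 changed genes, and 62 of the 66 that changed 4-fold. A Reactome set in which genes had been changed came first of 863 sets by Fisher's exact test and by camera. The GO analysis and the comparison with the published senescence signature were not repeated here, some genes covered by the rule are not reported here, and the immunostaining and cell culture experiments were not analysed here.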

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

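All tests of an explanation in this part were chosen after the result was seen. In total, 78 measures were examined for a WT sample far from the other 3, by the gap to its nearest neighbor divided by the range of the group against Dixon's 95% critical value of 0.829. About 3.9 would be singled out by chance. There were 11, of which 9 were in WT replicate 1. The *Trpc1-/-* group, with 3 samples, was too small for this test. In addition, differences between the groups in cell types that the paper does not discuss were examined.

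WT replicate 1 had the lowest mean correlation with the other samples (0.989, against 0.995 to 0.996) and the largest share of counts on mt-Rnr2 (19.6%). It had the lowest chondrocyte marker score (6.73) and the lowest neutrophil and granulocyte precursor score (7.84) of the WT samples. Of single genes, Gm15454 was higher in it than in the other WT samples (log2 CPM 0.76, against 0.14 to 0.18). *Tent5c* was higher by little (8.79, against 8.69 to 8.70) and was singled out because the other WT samples lay close together. Gm27177 (−2.32), Ighv2-9 (−2.66), and *Orai1* (3.44) were far lower. It also had the smallest library, with 52142451 counts. A smaller library does not account for the low correlation, which was 0.989 after all samples were thinned to the same depth. Without the genes for ribosomal RNA, 7S RNA, and globins it was 0.989 as well, but leaving out so few genes could hardly move a correlation over all genes, so this shows nothing about genes that take many counts. The mouse numbers do not account for it, since WT replicate 2 is of the same cohort and the mean correlation of replicate 1 was lower than that of replicate 2 (difference −0.00723). The difference of WT replicate 1 from the other WT samples rose with exon length across genes (Spearman's rho 0.308; genes are not independent replicates). Compared with one another, WT replicates 2 to 4 had values of 0.0913, −0.256, and 0.126. After each sample was corrected for exon length and GC content, its mean correlation over tested genes rose from 0.947 to 0.953, still the lowest, against 0.974 for the next sample, so that exon length may account for a small part of the difference. A different mixture of cells is a candidate explanation. The neutrophil score lay below the mean of the other WT samples (difference −1.40), beyond their range, and the skeletal muscle score lay above it by 3.35, although that score varied widely in the other WT samples. A different mixture of cells remains as an explanation, and no biological explanation was tested, since the design gives none for a single WT sample.

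In WT replicate 4, *Mmp3* (log2 CPM 3.45) was far below the other WT samples, and *Mras* was below them by little (3.54, against 3.68 to 3.69). No explanation was tested.

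Erythroid markers, which the paper does not discuss, were higher in *Trpc1-/-* samples (difference 0.43 in mean log2 CPM, all 3 *Trpc1-/-* samples above all 4 WT samples). The exact permutation P was 0.0286, the smallest that 4 samples against 3 allow, and 0.171 after adjustment over 12 lists. With so few lists that separated the groups, the adjusted P could not have fallen under 0.05, so the adjustment decides nothing here. The total counts of the groups overlapped (exact permutation P = 0.343), but within each group the score rose with library size. Adjusted for log2 library size in a linear model, the difference was 0.34, so that library size may account for part of it and not for all. With all samples thinned to the smallest library it was 0.43, a test that could hardly move genes with so many counts. With library totals alone in place of normalization factors, a scaling that genes with many counts affect most, the difference was 0.37, and with totals that leave out ribosomal RNA, 7S RNA, and globin genes it was 0.40 with groups that did not overlap, so that these genes do not explain it through the scaling. It was also present within the cohort of mouse numbers in the 1300s (0.45) and after correction for exon length and GC content (0.41). If the *Trpc1-/-* samples held more bone marrow as a whole, the neutrophil and granulocyte precursor score would also be higher. It differed by 0.25, with groups that overlapped, and this came from WT replicate 1 alone. Without that sample the difference was −0.094, and in the same-numbered pairs 2 and 3 it was −0.18 and −0.0089. The B cell and macrophage scores were higher by 0.25 and 0.24, also with groups that overlapped (exact permutation P = 0.200 for each). These scores leave open whether the *Trpc1-/-* samples held more bone marrow. More marrow, blood, or red blood cell precursors in the pools, from the dissection of the tissue, could not be told apart from an effect of genotype.

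Endothelial markers were lower in *Trpc1-/-* samples (difference −0.13, in all 3 samples, exact permutation P = 0.0286, adjusted P = 0.171). As for the erythroid list, the adjusted P could not have fallen under 0.05. After correction for exon length and GC content the difference was −0.075 (exact permutation P = 0.171), which is consistent with a bias by length or GC content. Within the 1300s the difference was −0.15, so that the cohort does not account for it.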

How the results depend on the processing

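The edgeR test with TMM normalization and the filter of the Methods, the design of each test, and all alternatives not named as added were chosen before the data were examined. Added after the data were seen were the robust and bias-adjusted quasi-likelihood fits, camera with the replicate block, library size as a covariate, and every alternative to a DESeq2 count. The cause was not tested for any of the changes below.

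For the edgeR test, the 2 other normalizations, the 2 other filters, the replicate block, the cohort as a covariate, the 1300s alone, the erythroid covariate, and the 2 added fits all left 0 genes at an adjusted P under 0.05, with between 972 genes (replicate block) and 2899 (cohort covariate) at an unadjusted P under 0.05. The smallest adjusted P in these fits lay between 0.254 and 0.768. DESeq2 gave 294 genes, 105 with a fold change above 1.5 and 11 with a logFC beyond 1.5. Limma-voom gave 1 gene, Gm11868, under each of these thresholds. With log2 library size as a covariate, edgeR gave 3 genes, all with a fold change above 1.5 (Gm16867, *Olfml3*, and *Trim59*, named after their values were seen). Across the 7 edgeR fits that each left out one sample, the count lay between 0 and 52, between 0 and 31 with a fold change above 1.5, and between 0 and 15 with a logFC beyond 1.5. Of the Supplemental Table 1 genes, DESeq2 called 100, limma-voom 1, edgeR with the library size covariate 1, and the edgeR fits without one sample between 0 and 31. DESeq2 called 1 gene of the senescence list, 2 of the apoptosis set, 9 of the extracellular matrix set, and 10 within 10 Mb of *Trpc1*. The edgeR fits without one sample called between 0 and 2 genes of the extracellular matrix set (*Col6a5* and *Fbln1* without WT replicate 1) and between 0 and 4 within 10 Mb of *Trpc1* (*Acpp*, *Cep162*, *Cyb5r4*, and *Tfdp2* without WT replicate 1). Camera, which uses all genes in place of calls, gave P = 3.29e-15 for the extracellular matrix set, 0.000307 for apoptosis, and 0.00474 for the senescence list, and of the 35 exact permutations of the samples, 4, 21, and 5 gave a P as small. With the replicate block camera's P values were 6.74e-20, 0.000110, and 0.000752.

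The counts of DESeq2 moved more. With the replicate block it gave 54 genes, 52 with a fold change above 1.5, 4 of the extracellular matrix set, and 1 near *Trpc1*. With no filter on low counts it gave 188 genes. With the 1300s alone it gave 181, with 17 of the extracellular matrix set and 3 near *Trpc1* (*Cep162*, *Dzip1l*, and *Tfdp2*). With the cohort as a covariate, 295 genes had a fold change above 1.5 and 28 were of the extracellular matrix set. The erythroid covariate left 99 genes, of which 11 were among the 294, with 63 beyond a logFC of 1.5, 0 of the extracellular matrix set, and 0 near *Trpc1* (1916 genes at an unadjusted P under 0.05). With the library size covariate it gave 621 genes, 178 with a fold change above 1.5, 34 with a logFC beyond 1.5, and 14 of the extracellular matrix set. A window of 5 Mb around *Trpc1* held 6 called genes. With each sample left out in turn, DESeq2 gave between 37 and 892 genes, between 19 and 253 with a fold change above 1.5, between 6 and 63 with a logFC beyond 1.5, between 3 and 29 of the extracellular matrix set, and between 2 and 22 near *Trpc1*. Without WT replicate 1, 289 of the 294 genes were among those called.

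The erythroid and chondrocyte scores kept their direction in all 14 alternatives each. The erythroid difference lay between 0.37 and 0.50 and the chondrocyte difference between −0.65 and −0.31 with each sample left out in turn. In same-numbered pairs, as with a replicate block, the mean differences were 0.41 and −0.42. WT replicate 1 branched off alone in all 4 clusterings of genes chosen without the groups.

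Of 60 named genes, 715 values in 12 other fits were computed, of which 649 kept their direction without being called, 46 kept it and were called, 45 of these by DESeq2, and 20 reversed. With the erythroid score as a covariate, 15 genes reversed. The logFC values under it were −0.12 for *Alad*, −0.13 for *Alas2*, −0.069 for *Hbb-bt*, and −0.14 for *Hmox1*. They were 0.59 for *Acan*, 0.86 for *Col1a1*, 0.63 for *Col2a1*, 0.14 for *Itga10*, 0.46 for *Mmp13*, 0.41 for *Piezo1*, 0.44 for *Piezo2*, 0.70 for *Sox9*, 0.21 for *Stim1*, 0.41 for *Trpv4*, and 2.33 for Gm24105 (ENSMUSG00000092674). The latter also reversed with limma-voom (1.51) and with the replicate block (0.32), and it lay between −0.60 and 1.34 with each sample left out. *Orai1* reversed with the replicate block (0.10), the cohort covariate (0.23), and the 1300s alone (0.23), and lay between −0.20 and 0.058 with each sample left out. *Mmp13* lay between −0.24 and 0.058. Of 418 values with one sample left out, 7 reversed and 17 were called, all 17 without WT replicate 1.

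The erythroid score did not overlap between the groups (correlation 0.906 with genotype), so a fit with both cannot tell them apart. Depth limits the genes with few counts. *Cdkn2a* had 0 counts in 3 of the samples and did not pass the filter, and no statement on its change was possible at this depth. *Ccl2* and *Il6* did not pass the filter either, but they had between 8 and 111 counts in each sample. Without TMM factors, *Ccl2* was at 0.727 ± 0.312 CPM in WT (SD, n = 4) and 0.725 ± 0.192 CPM in *Trpc1-/-* samples (SD, n = 3), and *Il6* was at 0.389 ± 0.192 and 0.400 ± 0.00580 CPM, with groups that overlapped. In the simulation with these library sizes, edgeR called 62 of 66 genes changed 4-fold. The simulation held no sample set apart as WT replicate 1 was. In the real counts Gm11868, with a logFC of 2.89 and groups that did not overlap, had an adjusted P of 0.282 in edgeR. The simulation therefore cannot show whether the count of 0 reflects a lack of power.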

Differences from the paper's values

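The paper's number of DEGs is 294. Here edgeR's quasi-likelihood test gave 0 genes at an adjusted P under 0.05 (1643 at an unadjusted P under 0.05), 0 with a fold change above 1.5 in addition, and 0 with a logFC beyond 1.5 in addition. Of the alternatives set before the data were examined, DESeq2 with default settings, which the Methods of the paper name, gave 294 at an adjusted P under 0.05 alone. The other normalizations, filters, covariates, limma-voom, and the fits without one sample did not close the gap, with at most 52 genes. For the fold change above 1.5, DESeq2 gave 105, and for the logFC beyond 1.5 it gave 11, and no alternative set before the data were examined closed the gap for either. Among alternatives to the DESeq2 fit chosen after seeing the values, 281 genes without WT replicate 4, 255 with filterByExpr, 371 without *Trpc1-/-* replicate 2, and 400 with the cohort as a covariate also lay within 1.5 times the paper's number, as did the 388 genes after correction for exon length and GC content and the 230 with all samples thinned to the smallest library. With a fold change above 1.5 this held for 295 genes with the cohort as a covariate and for 253 without WT replicate 1, both also chosen after seeing the values.

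The paper defines DEGs by a logFC above 1.5 in the text and by a fold change above 1.5 in the legend of Figure 5. Of the genes in its Supplemental Table 1, 93 had a logFC smaller than 1.5 in size and 58 a fold change under 1.5.

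The 100 genes of Supplemental Table 1, which the paper calls significant, all had an adjusted P above 0.05 in edgeR. Besides DESeq2, which called all 100, limma-voom called 1, edgeR without WT replicate 1 called 31, and edgeR with library size as a covariate, chosen after seeing the values, called 1.

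The paper names organization of the ECM and regulation of apoptosis among the most enriched processes of its DEGs, by GO terms. Here the over-representation of the Reactome set of extracellular matrix organization had an adjusted P of 0.845 and that of apoptosis of 1.00 (Fisher's exact test on DESeq2's calls). Camera, an alternative set before the data were examined, placed both sets past the threshold (adjusted P = 1.80e-13 and 0.00118). Its P values were as small in 4 and 21 of the 35 splits of the samples, the genotypes included. They may thus reflect differences between single samples.

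From immunostaining of articular cartilage, the paper describes cells with markers of senescence including p16 INK4a and MMP13 and a low expression of chondrocyte markers. It links these to the RNA-Seq. The staining is of protein in articular cartilage alone, whereas the RNA came from cartilage and subchondral bone together. The values below therefore do not test the staining. In the RNA-Seq, *Cdkn2a* was too low to test, *Mmp13* had a logFC of −0.056 (adjusted P = 0.902 in edgeR), and the chondrocyte score was lower by a difference of −0.45 without reaching the threshold (exact permutation P = 0.0857). No alternative called *Mmp13*. Of the chondrocyte markers named in the paper, DESeq2 without *Trpc1-/-* replicate 2, chosen after seeing the values, called *Acan* and *Col2a1*, both lower.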

Other observations

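For the number of called genes, the tests by other splits of all genes, by the erythroid covariate, by library size, by cohort, and by the correlation with length and GC content were set before their results were seen, as was the test of genes near *Trpc1*. The tests with random gene lists, with thinned counts, with library size as a covariate, with a correction for length and GC content, the count of genes shared under the cohort covariate, and the splits for genes near *Trpc1* and for the gene sets were chosen after the results were seen.

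The 7 samples can be split into 4 and 3 in 35 ways, of which 8 part as many same-numbered samples as the genotypes do. Among the 8, the genotypes gave the most genes called by DESeq2 (1 of 8 splits gave as many), which is the least this comparison allows. Among all 35 splits, 2 gave as many. The other, with 297 genes, put WT replicate 1 together with the *Trpc1-/-* samples, and it differs in parting 2 same-numbered pairs and not 3. With a fold change above 1.5, 3 of 8 and 4 of 35 splits gave as many, and with a logFC beyond 1.5, 2 of 8 and 3 of 35. For genes at an unadjusted P under 0.05 in edgeR, it was 2 of 8 and 4 of 35. For genes called by edgeR, where the genotypes gave 0, every split gave as many (8 of 8 and 35 of 35), which could not have come out otherwise. Chance differences between samples may therefore account for part of the genes called. Without WT replicate 1, however, DESeq2 called 892 genes, 289 of them among the 294 called with all samples. This argues against WT replicate 1 as the source of those 289 calls, and it leaves differences between the other samples open.

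Other explanations for the called genes were examined. With the erythroid score as a covariate DESeq2 called 99 genes, but 10 of 20 random gene lists whose scores also separated the genotypes left as few, so that the fall does not point to blood-forming cells. The chondrocyte score and the osteoblast and osteocyte score, which overlapped between the groups, left 23 and 34 genes as covariates. The endothelial and hypertrophic chondrocyte scores left 31 and 107, and each remaining marker list gave between 313 and 2321. The chondrocyte score and the osteoblast and osteocyte score went with genotype (correlations −0.724 and −0.650). These fits therefore cannot tell cartilage or bone content from genotype. The total counts of the groups overlapped (exact permutation P = 0.343), and with all samples thinned to the smallest library DESeq2 called 230 genes, 214 of them among the 294, a test that moves genes with many counts little. With log2 library size as a covariate it called 621 genes, 227 of them among the 294, so that a linear trend with library size does not account for most of the calls. Between the WT samples of the 1300s and the 1700s DESeq2 called 6 genes, but with 2 samples against 2, WT replicate 1 among them, few calls were to be expected. With the cohort as a covariate it called 400 genes between the genotypes, 143 of them among the 294, and with the 1300s alone 181, 80 of them among the 294. The calls did not vanish, but many of the 294 genes were lost in both fits, so that the cohort could not be excluded for these. The logFC fell with exon length (Spearman's rho −0.227 across genes) and with GC content (−0.136), and the rho with length lay between −0.273 and −0.104 with each sample left out. After each sample was corrected for both, DESeq2 called 388 genes, 218 of them among the 294, and edgeR 0 (1773 at an unadjusted P under 0.05). A bias by length was thus present, but its removal did not lower the number of calls. Blood-forming cells, cartilage or bone content, the cohort, and chance differences between the samples could not be told apart from an effect of genotype.

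Genes called near *Trpc1* were more frequent than elsewhere, in DESeq2 (Fisher's exact P = 5.52e-05) and among genes with an unadjusted P under 0.05 in edgeR (P = 0.000981). Of 124 windows of 20 Mb with enough tested genes, the one with *Trpc1* had the largest share of genes called by DESeq2 (10.6%, compared with 7.81% in the next). Of the 8 splits, 1 gave as many called genes within 10 Mb in DESeq2 and 1 in edgeR, the genotypes themselves. Of all 35, it was 2 in DESeq2, the other again with WT replicate 1 among the *Trpc1-/-* samples (13 genes), and 1 in edgeR. After correction for exon length and GC content, DESeq2 called 10 genes there. A candidate explanation is sequence of another mouse strain that flanks the targeted allele and differs between *Trpc1-/-* and WT mice. In that case some of these changes, such as that of *Tfdp2*, might follow from the flanking sequence and not from the loss of TRPC1. The paper states that the mutant line was on the C57BL/6J background, and sequence variants in the samples were not examined here. With the replicate block DESeq2 called 1 gene in the window, and for DESeq2's calls a chance difference between samples could not be excluded by the splits. An effect of *Trpc1* on its neighbors was not tested.

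Genes of the extracellular matrix set were lower in *Trpc1-/-* samples by camera, with a smaller or equal P in 2 of the 8 splits and 4 of all 35. DESeq2 called as many genes of the set in 2 of 8 and 3 of 35 splits. Apoptosis genes were higher, with a P as small in all 8 and in 21 of 35 splits, and the senescence list was lower, with a P as small in 3 of 8 and 5 of 35. The camera P values, small as they are, may thus reflect differences between single samples, since splits that mix the genotypes give values as small. The genes of the extracellular matrix set are long (median exon length 5533 bp, compared with 3924 bp over all tested genes), but after correction for exon length and GC content the P values were 2.02e-12, 0.000103, and 0.00111, with the same directions, so that this bias does not account for them.

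DESeq2 was less strict than edgeR in the simulation. Of the 206 genes it called with 200 changed, 52 were unchanged (25.2%), against 5 of 120 in edgeR (4.17%) and 4 of 120 in limma-voom (3.33%). The simulation used the dispersion estimated from these samples, so that the share depends on that model.

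*Hmox1*, *Gclm*, and *Isg15*, genes of the response to oxidative stress and to interferon, were higher in every *Trpc1-/-* sample than in every WT sample. DESeq2 called all 3. The list of 12 interferon response genes as a whole did not separate the groups (difference 0.28, exact permutation P = 0.343).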
